# Tissue-specific laser microdissection of the *Brassica napus* funiculus improves gene discovery and spatial identification of biological processes

**DOI:** 10.1093/jxb/erw179

**Published:** 2016-05-18

**Authors:** Ainsley C. Chan, Deirdre Khan, Ian J. Girard, Michael G. Becker, Jenna L. Millar, David Sytnik, Mark F. Belmonte

**Keywords:** *Brassica napus*, canola, development, funiculus, RNA-seq, seed, transcriptome.

## Abstract

The three primary tissue systems of the funiculus each undergo unique developmental programs to support the growth and development of the filial seed. To understand the underlying transcriptional mechanisms that orchestrate development of the funiculus at the globular embryonic stage of seed development, we used laser microdissection coupled with RNA-sequencing to produce a high-resolution dataset of the mRNAs present in the epidermis, cortex, and vasculature of the *Brassica napus* (canola) funiculus. We identified 7761 additional genes in these tissues compared with the whole funiculus organ alone using this technology. Differential expression and enrichment analyses were used to identify several biological processes associated with each tissue system. Our data show that cell wall modification and lipid metabolism are prominent in the epidermis, cell growth and modification occur in the cortex, and vascular tissue proliferation and differentiation occur in the central vascular strand. We provide further evidence that each of the three tissue systems of the globular stage funiculus are involved in specific biological processes that all co-ordinate to support seed development. The identification of genes and gene regulators responsible for tissue-specific developmental processes of the canola funiculus now serves as a valuable resource for seed improvement research.

## Highlight

Tissue-specific transcriptomic analysis reveals biological processes contributing to the development of the epidermis, cortex, and vasculature, and how these tissues contribute to the development and function of the canola funiculus.

## Introduction

Biological processes required to program development are controlled by large suites of genes that can be separated between tissues of the plant. The three tissue systems—dermal, ground, and vasculature—must undergo strictly co-ordinated development to serve their unique functions within a plant organ. The morphological diversity between and within plant tissue systems is indicative of the compartmentalization of biological function. For example, the epidermis functions primarily in protection against water loss and damage, as well as an interface for gas exchange; the vasculature functions in the transport of water and nutrients, and provides structural support; and the cortex is often involved in photosynthesis and storage. Access to individual cells and tissues of an organ is difficult using conventional dissection techniques, and tissue-specific analysis of gene expression requires the use of molecular markers or laser microdissection (LMD).

Tissue-specific analysis of the maternal regions of developing fruits and seeds can contribute to our understanding of reproductive development in important crop plants. A tissue-specific transcriptome analysis performed on young tomato fruit revealed spatial separation of the transcripts associated with energy metabolism, secondary metabolite biosynthesis, and cuticle formation, as well as potential source–sink relationships within the maternal tissues of the developing fruit (Matas *et al.*, 2011). The epidermis and subepidermis of *Citrus clementine* have also been characterized at the transcriptomic level (Matas *et al.*, 2010). The funiculus, a maternal structure that connects the developing seed to the fruit of the maternal plant, has been profiled in Arabidopsis seed development (Khan *et al.*, 2015), but no molecular studies have been done on the funiculus of its close relative canola, either whole or at the tissue-specific level. As the funiculus is the only structure connecting the maternal plant and the developing seed, identifying the transcriptomic contribution of each tissue type of the funiculus will allow for a better understanding of the mechanisms by which nutrients, water, and signals are transported to the seed throughout development.

Anatomical studies of Arabidopsis (Khan *et al.*, 2015) and canola (Chan and Belmonte, 2013) reveal different developmental patterns in the primary tissue systems of the funiculus. Perhaps the most dramatic difference between the funiculi of both species is that the cortex remains intact throughout the entirety of funiculus development in Arabidopsis (Khan *et al.*, 2015), while the cortex of the canola funiculus breaks down at the globular stage of seed development (Chan and Belmonte, 2013). Cuticular deposition on the outer surface of the epidermal cells is observed in Arabidopsis (Khan *et al.*, 2015), but not in canola. Thickening of the cell wall is also more extensive in Arabidopsis epidermal cells, though the epidermis undergoes cell death in both genera. Comparative anatomical studies have also revealed remarkable differences in funicular structure within the Leguminosae (Endo, 2012). By examining the three tissue systems of the canola funiculus at the transcriptomic level, we can provide insight into the biological function of each tissue, and the roles they play in supporting seed development.

Recently, Khan *et al.* (2015) compared the Arabidopsis funiculus with other seed subregions at the transcript level and found that the funiculus is a transcriptionally distinct structure within seed development. Gene enrichment and anatomical analysis revealed the funiculus to be heavily involved in transport and the processing of macromolecules. Further, we previously found that all three tissue systems (dermal, ground, and vascular) of the canola funiculus undergo dramatic anatomical changes during the globular stage of seed development (Chan and Belmonte, 2013). These changes occur in tandem with tissue patterning and morphogenesis in the canola embryo, which accumulates transcripts associated with auxin response and transcriptional regulation (Venglat *et al.*, 2013). Here, we chose to examine the funiculus at the globular stage of canola seed development to reveal the molecular patterns that contribute to the identity and function of the three tissue systems at one of the earliest stages of seed development.

The purpose of this study is to investigate tissue-specific transcriptional programs underlying funiculus development in the globally important species *Brassica napus* (canola) (Rempel *et al.*, 2014). To better understand tissue system development in the funiculus, we used a combination of LMD coupled to next-generation RNA sequencing (RNA-seq) to provide a high-resolution spatial account of transcript populations within this critical and understudied region of the seed. The current study expands on work previously reported by Belmonte *et al.* (2013) and Khan *et al.* (2014) who profiled mRNAs in every subregion of the embryo, endosperm, and seed coat of the Arabidopsis seed over the course of development.

In the current study, we describe gene activity in the three primary tissues of the funiculus and reveal putative developmental processes underlying the epidermis, cortex, and vasculature, and suggest the integrative roles of these tissues in supporting seed development. Our tissue-specific analysis increases the spatial resolution of the canola funiculus transcriptome—we identified >7700 tissue-specific transcripts that were undetected in whole funiculus (WF) tissues. Our results show that spatial patterns of transcript accumulation are specific to each tissue type. Transcripts associated with cell wall modification accumulate primarily in the epidermis, the funiculus cortex accumulates transcripts associated with growth and gibberellic acid (GA)-mediated signaling, and the vascular tissues accumulate transcripts associated with vascular differentiation and development, secondary cell wall biosynthesis, and transport. We further discuss how these patterns of transcript accumulation contribute to the development of the individual tissues, and how these tissue-specific processes contribute to the function of the funiculus as a whole.

## Materials and methods

### Plant materials and growth

*Brassica napus* (cv. ‘Topaz’, line DH4079) plants were grown in Sunshine Mix #1 (Sun Gro Horticulture, Agawam, MA, USA) under long-day conditions (16h light, 100–150 µmol photons m^–2^ s^–1^) at 22 ºC with 50–70% relative humidity. Open flowers were pollinated and siliques allowed to develop for 7 d; this corresponds to the globular stage of embryo development. Siliques at 7 days after pollination (DAP) were collected and processed as detailed below.

### Laser microdissection (LMD)

#### Tissue processing and embedding

Siliques at the globular stage of embryo development (7 DAP; Fig. 1A, B) were fixed in 25% glacial acetic acid and 63.75% ethanol overnight at 4 ºC. The next day, tissues were rinsed with 70% ethanol (3×), and then dehydrated in a graded ethanol series: 85, 95, and 100% (2×), with the tissues remaining in each solution in the series for ~30min. Tissues were then further dehydrated with xylenes, which also served as the transition solvent. Tissues were placed in a series of graded xylene–ethanol solutions in the following ratios (v/v): 1:3, 1:1, and 3:1, with the tissues remaining in each solution for 1h. The tissues were then transferred to 100% xylene overnight.

**Fig. 1.**
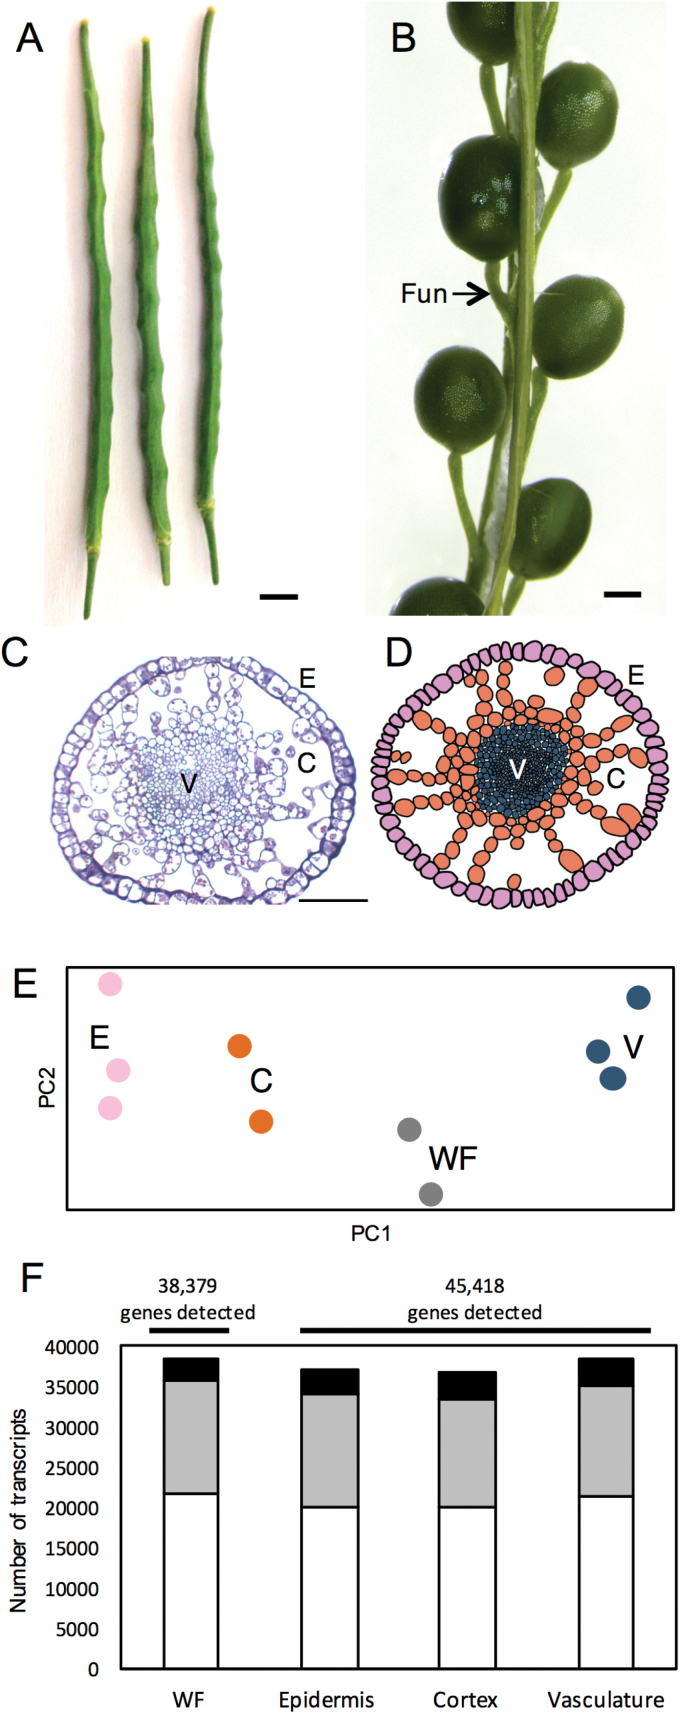
Tissue-specific mRNA profiling of the globular-stage funiculus in *Brassica napus*. (A) Whole siliques, scale bar=0.45mm. (B) Silique with valves removed to reveal seeds and funiculi (Fun); scale bar=0.5mm (C) Cross-section of the funiculus; E, epidermis; C, cortex; V, vasculature; scale bar=100 µm. (D) Schematic diagram of the funiculus showing the three plant tissue systems accessible through LMD: the epidermis (pink), cortex (orange), and vasculature. (E) Principal component analysis of tissue-specific RNA-seq datasets—the epidermis (E, pink), cortex (C, orange), whole funiculus (WF, grey), and vasculature (V, navy blue) all form distinct groups. (F) Distribution of low (white, 1 ≤ FPKM < 5), moderately (gray, 5≤ FKPM < 25), and highly (black, 25 ≤ FPKM) accumulating transcripts identified in the different tissues of the funiculus.

Xylene solution was replaced with fresh 100% xylene for 2h. After 2h, six Paraplast Plus paraffin chips (McCormick Scientific, St. Louis, MO, USA) were added to the vial. At the end of the day, another 10 chips were added. Tissues were then incubated at 42 ºC for ~1.5h and then at 60 ºC for ~30min. The xylene–paraffin mixture was replaced with 100% paraffin and infiltration occurred at 60 ºC. At the end of the day, another paraffin change was performed.

Another paraffin change was completed the next day and the tissues were left to incubate at 60 ºC for several hours, before the tissues were embedded in 100% melted paraffin wax at room temperature. The cooled, solidified molds were stored at 4 ºC overnight. All solutions and tools used throughout were RNase free. Unless otherwise specified, tissue processing was completed in a rotary mixer at room temperature.

#### Sectioning, mounting, and de-waxing

Sections 10 µm thick were cut using disposable steel blades on a Leica RM2245 microtome (Leica Microsystems, Wetzlar, Germany) and mounted on MembraneSlides (Leica Microsystems). The sections were later de-waxed through submergence in xylenes for 1min.

#### LMD of tissues

LMD was carried out using the Carl Zeiss PALM MicroBeam system (Carl Zeiss, Oberkochen, Germany). The desired tissue fragment (‘element’) was traced using the Freehand Tool in the PALMRobo software version 4.3. Laser values were specified in such a way as to minimize the amount of energy utilized to minimize tissue damage. These values were set to 15 for speed and ~45 for energy. Epidermal, cortical, and vascular tissues (Fig. 1C, D) were collected in separate 0.5ml microcentrifuge tube caps (Fisher Scientific, Ottawa, ON, Canada) lined with 30 µl of lysis buffer [from the Ambion^®^ RNAqueous^®^-Micro Kit (Life Technologies, Carlsbad, CA, USA)]. WFs were also collected as a control. The collection period for a single cap did not exceed 1.5h. If the lysis buffer did evaporate during this time, 20–30 µl of lysis buffer was added back to the cap and the added volume was noted. Samples that were not used immediately for RNA extractions were stored at –80 ºC.

### RNA isolation, library preparation, and RNA-sequencing

#### RNA extraction and amplification

At least 20 elements from funiculi from at least three different plants were combined to constitute a single biological replicate. Three biological replicates per tissue type as well as the three biological replicates of WFs were processed (Supplementary Table S1 at *JXB* online). RNA was extracted using the Ambion^®^ RNAqueous^®^-Micro Kit (Life Technologies). Samples that were not analyzed immediately were stored at –80 ºC.

The cDNA libraries were synthesized from the RNA samples using the Ovation^®^ RNA-Seq System V2 kit (NuGEN, San Carlos, CA, USA) according to the manufacturer’s instructions. The libraries were fragmented using the NEBNext^®^ dsDNA Fragmentase^®^ kit (New England Biolabs, Ipswich, UK). The cDNA libraries were then further refined using the Illumina TruSeq™ RNA Sample Preparation v2 kit (Illumina, San Diego, CA, USA) using the low-throughput protocol according to the manufacturer’s instructions.

#### Validating sample quality

The extracted RNA samples and the cDNA libraries were loaded into Agilent RNA 6000 Pico Chips (Agilent Technologies, Santa Clara, CA, USA) and Agilent High Sensitivity DNA Chips (Agilent Technologies), respectively, according to the manufacturer’s instructions. The chips were run in an Agilent 2100 Bioanalyzer (Agilent Technologies) according to the manufacturer’s instructions. The electropherogram tracings can be found in Supplementary Table S1. Because the library for Cortex 3 was not suitable for sequencing (Supplementary Table S1), it was excluded from the pool.

#### RNA-sequencing

The Illumina HiSeq 2500 platform was used to sequence the multiplexed samples on a single lane of a flow cell according to the manufacturer’s instructions. Each sample was sequenced at 50bp, single-end reads.

### Analysis of the sequencing data

Fastq files from UC Davis Genome Center (http://genomecenter.ucdavis.edu/) containing 50bp single-end Ilumina reads were mapped to the publically available *B. napus* reference genome downloaded from Genosope (http://www.genoscope.cns.fr/) using TopHat (v2.0.13). A summary of the read alignments can be found in Supplementary Table S2. Transcript abundances were calculated as fragments per killobase of transcript per million mapped reads (FPKMs) using the Cufflinks pipeline (v2.2.1, http://cole-trapnell-lab.github.io/cufflinks/). To avoid contamination of data with transposable elements and tRNAs, transcripts without a translated protein blast hit to *Arabidopsis thaliana* TAIR10 proteins were dropped.

The raw RNA-seq files were deposited in the NCBI Gene Expression Omnibus (GEO) database, accession number: GE71859.

#### Visualization of RNA sequence data

##### Quality assessment and determination of the relationships between biological replicates.

DESeq (differential expression of RNA-seq data at the gene level, version 1.16.0) was used to determine the relationships between biological replicates and tissue types. A transcript was considered to be present at FPKM >1. Because the WF2 biological replicate grouped separately from all other samples (Supplementary Fig. S1), we repeated our analysis without the WF2 data, and all remaining analyses also excluded the WF2 data. 

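Many transcripts at moderate or high levels in the 2 other whole funiculus libraries were lower or undetected in whole funiculus 2. Of 13236 transcripts at 5 FPKM or more in both whole funiculus 1 and whole funiculus 3, 7850 (59.3%) reached 1 FPKM in whole funiculus 2. The lipid transfer protein gene *LTP2* (BnaAnng27610D) was at 334 and 335 FPKM in whole funiculus 1 and 3 and at 29.9 FPKM in whole funiculus 2. The phloem lectin gene *PP2-A1* (BnaA01g34970D) was at 281 and 242 FPKM in the same 2 libraries and at 3.05 FPKM in whole funiculus 2. With all 3 libraries in the mean, 50563 transcripts averaged at least 1 FPKM in the whole funiculus, 12402 of them under 1 FPKM in the epidermis, the cortex and the vasculature. In the other direction, 7139 transcripts then averaged at least 1 FPKM in a dissected tissue and less in the whole funiculus. Whole funiculus values from here on are those of whole funiculus 1 and 3, the libraries behind the paper's averages.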

All remaining analyses were conducted using the average FPKM values for each tissue.

##### Quantification and visualization of unique transcripts found in individual tissue layers.

A fold-change analysis was carried out using CuffDiff (Trapnell *et al.*, 2012) in order to find genes significantly differentially expressed between tissues. A gene was considered to be tissue enriched if it was statistically differentially expressed (*P*<0.005, *q*<0.05) and expressed at levels at least 5-fold higher in one tissue relative to the other two tissues. A heatmap of the tissue-enriched transcripts and their associated non-scaled FPKM values was created using gplots in R (Studio version 0.98).

##### Gene Ontology (GO) term enrichment.

Enrichment of the genes associated with each tissue was carried out using CanEnrich, a program modified from ChipEnrich (Orlando *et al.*, 2009) for enrichment in *B. napus*. A GO term was considered enriched if the log_10_ *P*-value was less than or equal to –3 (i.e. *P*≤0.001). In order to inform on the regulation of biological processes in each tissue, we also generated transcriptional modules. These modules were visualized using Cytoscape (http://www.cytoscape.org).

##### Transmission electron microscopy (TEM).

Tissue processing, embedding, blocking, sectioning, visualization, and image modifications were performed exactly as described in Chan and Belmonte (2013).

## Results

### The three tissue types of the funiculus are transcriptionally distinct

To determine the relationship between the transcript populations of each tissue type, we performed a principal component analysis (PCA), which shows that the biological replicates of each tissue type cluster together (Fig. 1E; Supplementary Fig. S1). 

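Laser microdissection gave 3 epidermis, 2 cortex and 3 vasculature libraries and 3 libraries of the whole funiculus at the globular stage. The cortex is the smallest group. Each biological replicate pooled at least 20 dissected elements from funiculi of at least 3 plants, and whether tissues with the same replicate number came from the same plants is not stated. The RNA was scarce and partly degraded, with yields of 7.8 to 100.8 ng and integrity numbers of 3.6 to 6.5, and it was amplified before sequencing. RNA quality went with tissue: each vasculature library had a lower integrity number (4.4, 3.6 and 4.2) than each epidermis (4.7, 5.1 and 4.5) and cortex library (5.1 and 4.6), and vasculature 1 and 3 had yields of 100.8 and 77 ng against 8.5 to 17.9 ng in the other tissue libraries, so that RNA quality and tissue cannot be separated in the vasculature contrasts. Uniquely mapped 50 bp single-end reads numbered 1688794 to 2424250 per epidermis library, 1819751 and 3551004 in the cortex, 2440094 to 3678208 in the vasculature and 3433631 to 7534177 in the whole funiculus. In all libraries but whole funiculus 2, 76.8 to 86.0% of the aligned reads fell at multiple loci, so near-identical homologs of a gene can share reads. The authors' deposited FPKM cover 97902 transcripts and are already scaled for transcript length and library size. Judged from the spacing of the low values, 1 FPKM stood for 2.76 fragments in epidermis 2 and for 8.14 in whole funiculus 3 in the median low transcript. The number differs between transcripts, as FPKM is scaled for length. Even abundant transcripts could be listed at 0 in at least 1 library of their group: this held for 56 of 1198 transcripts with an epidermis mean of at least 50 FPKM, 30 of 1344 in the cortex and 52 of 1325 in the vasculature. Zeros among these numbered 26, 35 and 31 in epidermis 1, 2 and 3 and 31, 25 and 26 in vasculature 1, 2 and 3, so for many the mean rested on 1 library. A 0 is therefore given as listed, with the value of each library. The tissues were compared with limma on log2(FPKM + 1) for the 45300 transcripts with a mean of at least 1 FPKM in at least 1 tissue. A transcript was called enriched at the paper's thresholds: a mean at least 5 times that of both other tissues, and in both contrasts a p under 0.005 and a Benjamini-Hochberg adjusted p under 0.05. The adjusted p of a transcript is the larger of its 2 contrasts, and its ratio is the one to the tissue with the second-highest mean. The groups, the test and the gene lists were fixed before the data were examined, the pollen list after the paper's epidermis list had been read.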

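The 10 libraries spread along a line from the epidermis through the cortex and the whole funiculus to the vasculature. The first principal component held 41.4% of the variance, with the 3 epidermis libraries at -126, -119 and -109, the 2 cortex libraries at -71.3 and -60.4, the whole funiculus at 28.5 and 26.9 and the vasculature at 138, 147 and 145. On the second component (13.5%) the epidermis libraries were spread from 127 (epidermis 1) through 21.2 to -55.4 (epidermis 3), and the cortex libraries lay at -11.7 and -118. Replicates of the epidermis and of the cortex thus lay farther apart on this axis than the epidermis lay from the cortex on the first, and nearer than either lay to the vasculature. The vasculature (-11.7, 53.7 and -14.0) and the whole funiculus (0.57 and 8.46) were tighter.

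**Figure D1:**
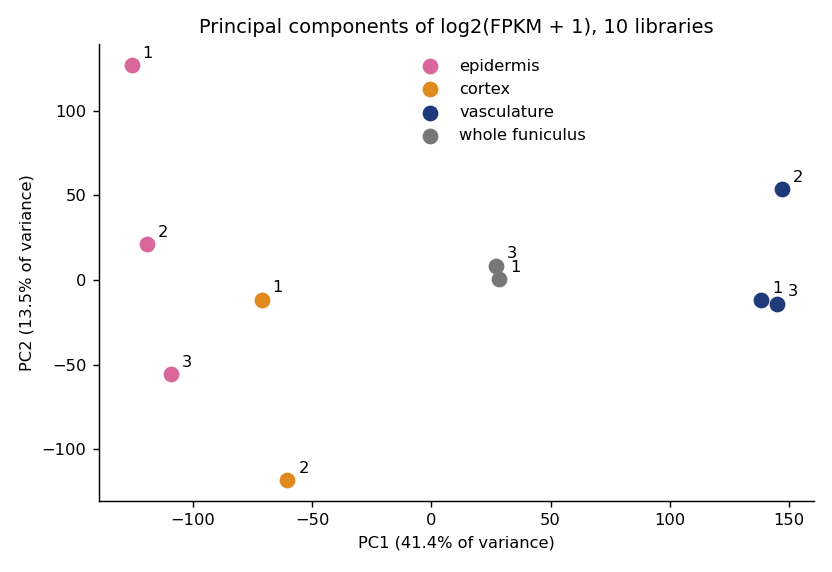
Principal components 1 and 2 of log2(FPKM + 1) for the 10 libraries without whole funiculus 2, over the 45300 transcripts with a mean of at least 1 FPKM in at least 1 tissue.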

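Libraries of the vasculature resembled each other more than any other tissue, while epidermis and cortex libraries were almost as close between the tissues as within them. Over the 45300 transcripts the mean Pearson correlation within a group was 0.845 for the vasculature, 0.796 for the epidermis, 0.809 for the 2 cortex libraries and 0.866 for whole funiculus 1 and 3. Between epidermis and cortex it was 0.776 (0.701 to 0.840), against 0.571 (0.522 to 0.633) between epidermis and vasculature and 0.648 (0.596 to 0.686) between cortex and vasculature. The whole funiculus stood closer to the cortex (0.790) and the vasculature (0.788) than to the epidermis (0.738). When the whole funiculus mean was fitted as a mixture of the 3 tissue means, the vasculature received a weight of 0.470, the cortex 0.433 and the epidermis 0.0971, with errors of up to 0.105 in simulated mixtures. The weights for whole funiculus 1 alone were 0.481, 0.383 and 0.135, and those for whole funiculus 3 alone 0.458, 0.489 and 0.0533. The epidermis weight was 0.206 without the 100 most abundant transcripts, and with transcripts weighted by the inverse of their whole funiculus level the whole weight of 1 fell to the vasculature.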

Each tissue type formed a distinct group, separate from the WF tissue samples, indicating unique transcriptional programs in each tissue. The vasculature (V) mRNA populations were the most distinct, grouping furthest from the cortex (C) and epidermal (E) transcriptome populations.

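The vasculature lay apart from both outer tissues. Its mean distance (1 minus the Pearson correlation) was 0.429 to the epidermis and 0.352 to the cortex, against 0.224 ± 0.0461 over the 6 pairs of epidermis and cortex libraries. Of the 56 ways to pick 3 of the 8 tissue libraries, the real vasculature group had the largest excess of distances between over distances within groups (exact p of 0.0179). The same exact test gave 3 of 10 splits at least as large for epidermis against cortex (p of 0.3), and 1 of 10 for epidermis or cortex against vasculature, the lowest that 10 splits can give (p of 0.1).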

### Similar numbers of genes are found in all funiculus tissue samples

RNA-seq of the funicular tissues revealed a total of 46 140 detected transcripts (FPKM ≥1; Supplementary Dataset S1) representing ~45.7% of the predicted canola gene models (Chalhoub *et al.*, 2014). 

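Of the 97902 transcripts in the authors' table, 46004 (47.0%) averaged at least 1 FPKM in the epidermis, cortex, vasculature or whole funiculus. In the 3 dissected tissues together the count was 45300. All 4 groups shared 29060 transcripts and the 3 tissues 29710. A further 8756 transcripts were detected in 1 tissue alone: 4686 in the vasculature, 2334 in the epidermis and 1736 in the cortex. The paper's share is of predicted gene models, and it dropped transcripts with no Arabidopsis match, which are kept here. The averages in the part of Dataset S1 held were matched by slightly larger library weights than a plain mean gives (0.343 to 0.352 per epidermis library). With such weights 46349 transcripts were detected in the 4 groups.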

The total number of transcripts detected was similar for all tissues examined: an average of 37 084 transcripts were detected in the epidermis, 36 695 in the cortex, 38 368 in the vasculature, and 38 379 in the WF (Supplementary Table S3). 

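Epidermis and cortex were alike in the number of detected transcripts, and the vasculature and the whole funiculus had more. By group mean, 36790 transcripts reached 1 FPKM in the epidermis, 36537 in the cortex, 38227 in the vasculature and 37978 in the whole funiculus. Single libraries gave 34667 ± 297 in the epidermis, 35199 ± 704 in the cortex, 36925 ± 1034 in the vasculature and 37164 ± 202 in the whole funiculus. The group means detect more than any 1 library does, because a transcript with a high value in a single library can carry the mean past 1 FPKM.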

We then divided the transcripts into those with low, moderate, and high abundance. Similar numbers of low (1 ≤ FPKM ≤ 5; ~53.7–56.2% of the total number of detected transcripts), moderate (5 < FKPM ≤ 25; ~36.4–37.8% of the total number of detected transcripts), and high (FPKM > 25; ~7.3–8.8% of the total number of detected transcripts) transcript abundance were detected in all samples (Fig. 1F; Supplementary Table S3).

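Low transcripts made up most of those detected in each group, and the whole funiculus held the smallest share of abundant ones. In the epidermis 54.7, 37.1 and 8.23% of the detected transcripts were low, moderate and high, in the cortex 54.7, 36.6 and 8.67%, in the vasculature 55.6, 36.0 and 8.42% and in the whole funiculus 57.3, 35.7 and 7.00%. Transcripts over 25 FPKM numbered 3028 in the epidermis, 3166 in the cortex, 3220 in the vasculature and 2658 in the whole funiculus. Over the libraries of a group the share of high transcripts was 8.84 ± 0.808% in the epidermis, 9.10 ± 1.20% in the cortex, 8.71 ± 1.18% in the vasculature and 7.09 ± 0.0756% in the whole funiculus.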

Sequencing of WF samples uncovered 38 379 transcripts (FPKM ≥1), but, when the individual tissues collected using LMD were compared with the WF transcriptome population, we were able to detect an additional 7761transcripts (Fig. 1F); this accounts for 16.8% of all transcripts detected. Thus, using LMD to capture individual tissues of the funiculus improves the number of transcripts detected compared with WF samples.

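The dissected tissues held 8026 transcripts that were not detected in the whole funiculus, 17.4% of all that were detected, and most of them were low. Their highest tissue mean had a median of 1.72 FPKM and was under 2 FPKM for 4868 (60.7%), while 284 reached 10 FPKM. In the whole funiculus 3957 of them stood between 0.5 and 1 FPKM and 1857 (23.1%) were listed at 0. The highest mean was in the vasculature for 2974, in the epidermis for 2854 and in the cortex for 2198. Detection was confined to 1 tissue for 5443, to 2 tissues for 1933 and extended to all 3 tissues for 650. All libraries of a tissue reached 1 FPKM for 2409 of them, and for 3118 only a single library of the tissue did. The most abundant rested on single libraries: BnaC05g44200D was at 34039 FPKM in epidermis 3, 22679 in cortex 2 and 29791 in vasculature 1 and listed at 0 in the remaining libraries. The next 4 were each listed at 0 in all libraries but 1: BnaC08g11830D was at 8555 and BnaC02g26530D at 5048 FPKM in epidermis 2, BnaUnng02280D at 1161 FPKM in cortex 1 and BnaC09g29470D at 1611 FPKM in epidermis 1. By limma against the whole funiculus, 83 (1.03%) were higher in a tissue at an adjusted p under 0.05 and 1532 (19.1%) at an unadjusted p. Among all 51920 transcripts of that test, 226 were higher and 1336 lower in the epidermis than in the whole funiculus, 48 and 534 in the cortex, and 98 and 497 in the vasculature. Of the paper's enriched lists, 61 vasculature and 35 epidermis transcripts were among the additional ones and 0 of the cortex. In the reverse direction 704 transcripts (1.53%) were detected in the whole funiculus alone, with a median of 1.36 FPKM. The 2 directions are not alike: an additional transcript could pass in any of 3 tissue means, and a reverse one had to fail in all 3. With the average of the 3 tissue means required to reach 1 FPKM, 3647 additional transcripts (45.4%) were left.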

### The epidermis, cortex, and vasculature transcriptomes each contain unique sets of transcripts

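The contrast of epidermis and vasculature gave the most changed transcripts and that of epidermis and cortex by far the fewest. With limma, 7066 of 45300 transcripts differed between epidermis and vasculature at an adjusted p under 0.05, 4518 between cortex and vasculature and 88 between epidermis and cortex. At an unadjusted p under 0.05 the counts were 12615, 10494 and 4756. The epidermis to cortex count depended on single libraries: it was 8 to 15 without any 1 of the epidermis or vasculature libraries (15, 13 and 14 without epidermis 1, 2 and 3, and 13, 11 and 8 without vasculature 1, 2 and 3), 471 without cortex 1 and 236 without cortex 2. It was 44 with a pseudocount of 0.5 FPKM, 163 over transcripts with a mean of at least 5 FPKM in a tissue, 310 with the whole funiculus in the fit and 31 with no trend in the variance, a setting added after seeing the data. The cortex to vasculature count was 2814 without vasculature 3 and 2904 without the filter on low values. With a single cortex library left, that library is taken to vary like the other groups.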

A fold-change analysis was carried out to identify differentially expressed transcripts (Supplementary Dataset S1). A transcript was considered enriched in a tissue if it was significantly differentially expressed at levels at least 5-fold higher relative to the other two tissues (*P*<0.005, *q*<0.05). 

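The 5-fold rule and the test together singled out 2010 transcripts, nearly all of them in the vasculature: 1952 there, 36 in the epidermis and 22 in the cortex. The fold rule alone passed 3672, 1275 and 745 transcripts, so the test removed a larger share in the outer tissues. The called vasculature transcripts were also the less abundant, with a median mean of 8.52 FPKM against 22.7 FPKM for the epidermis and 16.3 FPKM for the cortex. The vasculature count was 1283 over transcripts with a mean of at least 5 FPKM in a tissue and 1156 with 1 FPKM added to the means before the ratio.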

A total of 876 genes were found to be tissue enriched (Fig. 2A). 

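The vasculature calls include transcripts that were abundant in all 3 vasculature libraries and listed at 0 in all 5 epidermis and cortex libraries. The highest was the thioredoxin-like gene *CXXS1* (BnaC08g42020D) at 258, 1362 and 217 FPKM, with a limma adjusted p of 0.000357 and a log2 difference of 8.73 over either tissue. A Ran BP2/NZF zinc finger gene (BnaC07g29250D) stood at 76.2, 44.7 and 32.0 FPKM, an HSP20-like chaperone gene (BnaC09g36900D) at 24.9, 58.9 and 20.5 FPKM, and 2 genes for proteins of unknown function with a DUF3339 domain, BnaAnng27000D and BnaA07g15210D, at 29.6, 86.7 and 29.8 and at 46.6, 45.5 and 26.1 FPKM. The other 5 of the 10 with the largest ratios, also listed at 0 in the epidermis and cortex, are BnaC06g31080D (203, 158 and 159 FPKM) and BnaC06g29620D (101, 39.6 and 45.4 FPKM), which are not on the paper's lists and have no description there, and BnaA09g30770D (26.6, 218 and 17.8 FPKM), BnaAnng38100D (71.3, 16.7 and 57.4 FPKM) and BnaAnng02940D (24.3, 44.8 and 42.0 FPKM), which encode unknown proteins. *CXXS1* was at 95.8 and 145 FPKM in whole funiculus 1 and 3. BnaC06g29620D was listed at 0 in both, and BnaA09g30770D and BnaAnng38100D at 0 in whole funiculus 1 and at 14.9 and 24.1 FPKM in whole funiculus 3. The rest of the 10 were at 4.37 FPKM or more in both. Of the 10, BnaA09g30770D was lost without cortex 1 or cortex 2 (adjusted p of 0.0600 to 0.0638) and without the filter on low values, and the other 9 passed with any 1 library left out. Of the 1952 vasculature transcripts, 866 averaged at least 10 FPKM in the vasculature, and 622 are on the paper's list of 684 (393 without cortex 1 and 413 without the filter on low values). Of those 684, which the study picked on these libraries, 669 were higher in each vasculature library than in every epidermis and cortex library.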

The highest number of enriched transcripts accumulated in the vasculature, where we identified 684 enriched transcripts (Fig. 2A). Data revealed 139 enriched transcripts accumulated in the epidermis, and 53 enriched transcripts in the cortex, the fewest of the three tissue systems (Fig. 2A). 

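Few transcripts passed in the epidermis and the cortex, and those with a name include a regulator of epidermal cell shape and a water channel. The epidermis calls were led by BnaA01g23820D, a gene for an unknown protein at 76.7, 53.6 and 92.5 FPKM in the 3 epidermis libraries and listed at 0 in the cortex and vasculature (limma adjusted p of 0.000349, log2 difference of 6.20 over the cortex). The *MYB16* homolog BnaA02g02580D, which encodes a regulator of cuticle formation and conical cell shape, was at 13.8 ± 4.12 FPKM, 8.34 times the cortex mean (limma adjusted p of 0.0486, all 3 epidermis libraries above the other 5). Genes for proteins of unknown function, BnaC09g07150D and BnaC08g41800D, were at 37.5 ± 5.58 and 113 ± 26.8 FPKM, 8.07 and 7.05 times the cortex mean. In the cortex the vacuolar aquaporin gene *TIP1;1* (BnaAnng24130D) was at 43.7 ± 12.1 FPKM, 8.14 times the vasculature mean (limma adjusted p of 0.00655, both cortex libraries above the other 6). An Ole e 1/extensin family gene (BnaC02g04510D) was at 65.5 ± 1.03 FPKM, 6.21 times the epidermis mean, and aspartyl protease genes BnaA08g26170D and BnaC06g40060D were 5.85 and 5.67 times the epidermis mean. Of the paper's epidermis list of 139, 85 were higher in each epidermis library than in all cortex and vasculature libraries, and of its 53 cortex transcripts 48 were higher in both cortex libraries than in the 6 others, on lists the study picked on these libraries. BnaA01g23820D and *TIP1;1* passed with any 1 library left out. *MYB16* and BnaA08g26170D no longer passed without any 1 of epidermis 1, 2 and 3, cortex 1 and 2 and vasculature 1, 2 and 3 (adjusted p of 0.0766 to 0.131 and 0.0597 to 0.131), nor did BnaC06g40060D without any of them but cortex 1 (0.0772 to 0.131). BnaC09g07150D, BnaC08g41800D and BnaC02g04510D no longer passed without epidermis 1, 2 or 3 or vasculature 1, 2 or 3 (0.0576 to 0.106, 0.0739 to 0.122 and 0.0559 to 0.106). The 2 counts moved with single libraries. Without epidermis 1, 2 or 3 they were 3, 4 and 3 for the epidermis and 6, 4 and 4 for the cortex, without vasculature 1, 2 or 3 they were 1, 1 and 1 and 6, 4 and 4, and without cortex 1 or 2 they were 29 and 70 and 362 and 149. The epidermis and cortex counts were 3 and 11 with a pseudocount of 0.1 FPKM, 7 and 12 with one of 0.5 FPKM, 16 and 50 without the filter on low values, 13 and 12 at 10-fold and 88 and 55 with the whole funiculus libraries in the fit, and the epidermis count was 60 after quantile normalization and 8 with no trend in the variance, a setting added after seeing the data.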

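Most of the called transcripts with the largest ratios in the epidermis and the cortex have no description in the paper's lists. They are 6 of the 10 of each tissue. In the epidermis they are BnaC02g20380D at 40.9 ± 15.3 FPKM, BnaA09g39270D at 12.9 ± 6.12 FPKM, BnaAnng39590D at 19.8 ± 9.30 FPKM, BnaCnng10710D at 79.9 ± 18.2 FPKM, BnaCnng60230D at 44.5 ± 14.9 FPKM and BnaC06g38990D at 21.7 ± 3.88 FPKM, which is 31.9, 27.5, 12.5, 11.3, 11.1 and 7.68 times the cortex mean. In the cortex BnaAnng28370D was at 194 and 98.6, BnaC04g51060D at 25.6 and 13.0, BnaA03g54560D at 12.9 and 19.6 and BnaC01g25890D at 14.3 and 7.26 FPKM in cortex 1 and 2, and all 4 were listed at 0 in the epidermis and vasculature. BnaA09g30620D was at 12.1 and 14.3 and BnaA07g26990D at 14.1 and 8.08 FPKM, 16.2 and 8.56 times the epidermis mean. In whole funiculus 1 and 3 BnaAnng28370D was at 192 and 0 FPKM and BnaC04g51060D at 3.17 and 14.4 FPKM. BnaA03g54560D and BnaC01g25890D were listed at 0 in both whole funiculus libraries. BnaAnng28370D, BnaC04g51060D and BnaA03g54560D passed with any 1 library left out. BnaC02g20380D, BnaC06g38990D and BnaC01g25890D did not pass without epidermis 1, 2 or 3 or vasculature 1, 2 or 3 (adjusted p of 0.0698 to 0.122, 0.0559 to 0.106 and 0.0559 to 0.0952). BnaA09g39270D, BnaAnng39590D and BnaCnng10710D were lost without any 1 of these 6 libraries or of cortex 1 and 2 (0.0541 to 0.123, 0.0665 to 0.122 and 0.0511 to 0.122), BnaCnng60230D and BnaA09g30620D without any 1 of these 8 but cortex 1 (0.0754 to 0.122 and 0.0557 to 0.106), and BnaA07g26990D without any 1 but cortex 2 (0.0616 to 0.131). Of all 10 epidermis and all 10 cortex transcripts, 1 and 6 passed with a pseudocount of 0.1 FPKM, 4 and 6 with one of 0.5 FPKM, 3 and 5 without the filter on low values, 6 and 5 at 10-fold, and 4 and 7 with no trend in the variance, a setting added after seeing the data. With the whole funiculus libraries in the fit 8 of the 10 cortex transcripts passed, and BnaAnng28370D was among those lost. With means of at least 5 FPKM required 9 passed, and BnaA07g26990D was lost. It was also among those lost after quantile normalization and with libraries scaled to the same total, where 8 passed in each setting.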

Visualization of gene expression confirms the tissue-dependent accumulation of these transcripts (Fig. 2B)

**Fig. 2.**
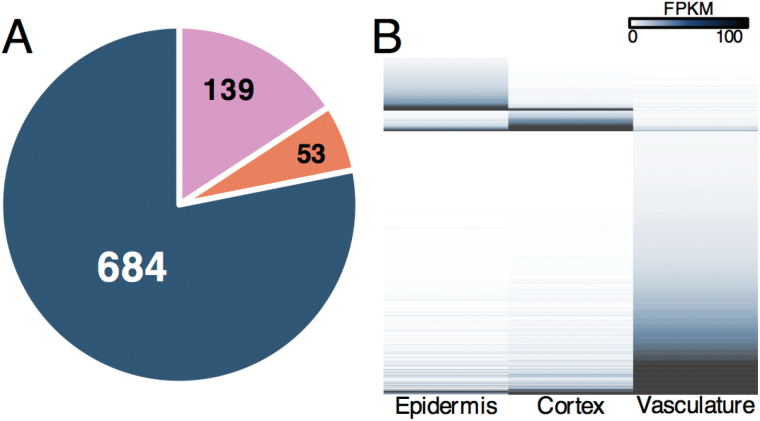
Transcript specificity in LMD-acquired tissues from the globular-stage canola (*Brassica napus*) funiculus. (A) Pie chart showing the number of tissue-specific transcripts in the epidermis (pink), cortex (orange), and vasculature (navy blue) of the funiculus. Transcripts were considered to be specific if they were significantly differentially expressed at a level at least 5-fold higher in one tissue relative to the other tissues. (B) Heatmap showing accumulation of tissue-specific transcripts.

### GO enrichment analysis reveals biological processes enriched in the epidermis, cortex, and vasculature of the funiculus

We performed a GO enrichment analysis of each tissue-specific gene list to provide insight into the biological processes putatively underlying each tissue system of the funiculus (Fig. 3). The complete list of GO terms (with their log_10_ *P*-values) associated with each tissue, as well as the list of genes belonging to each GO term can be found in Supplementary Dataset S2.

**Fig. 3.**
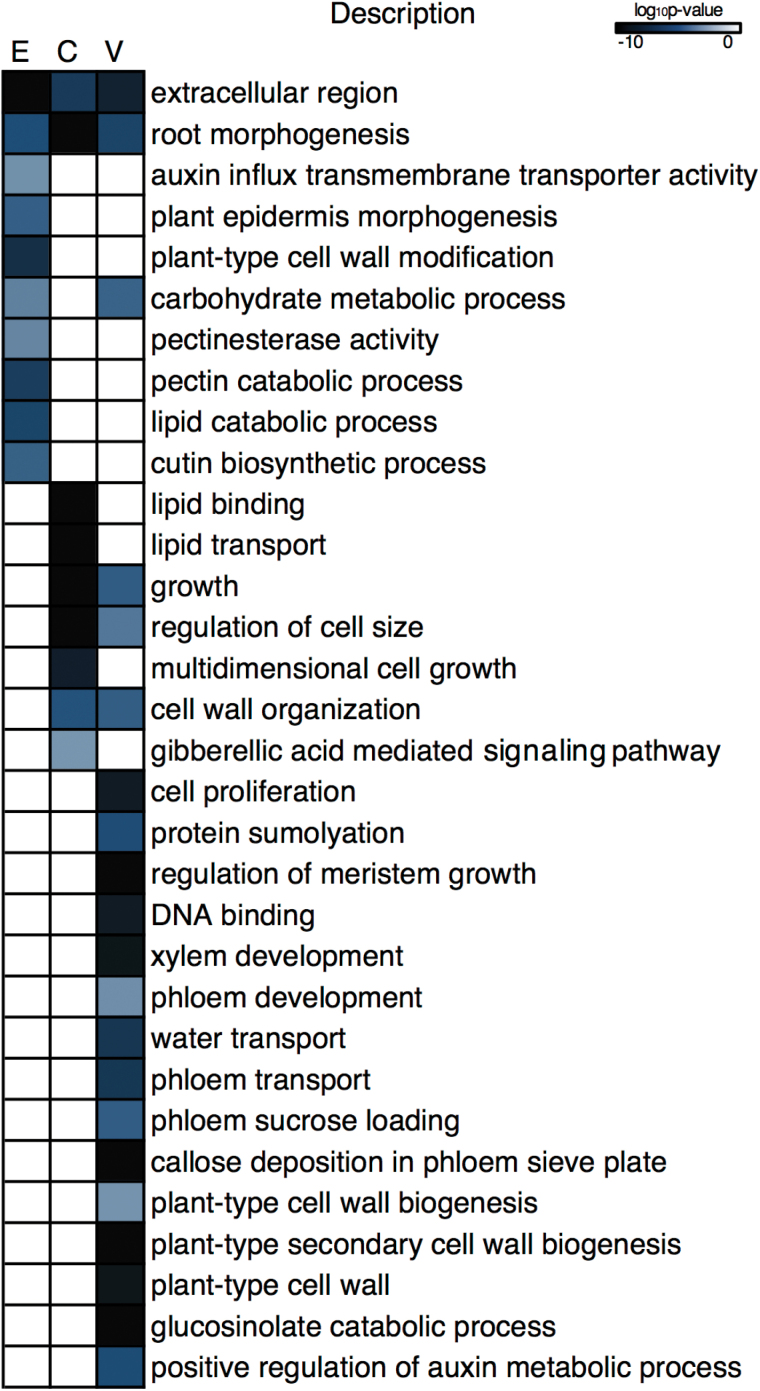
Heatmap of select Gene Ontology terms enriched in tissue-specific transcript populations, highlighting tissue-specific biological processes operative within the globular-stage canola funiculus.

### The epidermis of the funiculus is involved in cell wall modification and epidermal morphogenesis

The population of transcripts enriched in the epidermis (Fig. 2A; Supplementary Dataset S1) were enriched for plant epidermis morphogenesis (*P*=2.86 E-5), cutin biosynthesis (*P*=3.28 E-5), plant-type cell wall modification (*P*=4.69 E-8), and pectin catabolism (5.49 E-7) (Fig. 3). 

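The epidermis transcripts behind these terms fell into 2 kinds. Transcripts of cutin biosynthesis and epidermis morphogenesis were raised in all epidermis libraries. All 3 of cutin biosynthesis and both of epidermis morphogenesis were higher in each epidermis library than in every cortex and vasculature library. The 2 of epidermis morphogenesis are the *PEL3* homologs, which are also among the 3 of cutin biosynthesis. Transcripts of wall modification and pectin catabolism were mostly high in epidermis 1 alone. Of 10 wall modification transcripts, 7 were at least 5 times higher in epidermis 1 than in epidermis 2 and in epidermis 3, and so were 5 of 7 for pectin catabolism. With limma, 0 of the members of the 4 terms passed the enrichment rule, and at an unadjusted p under 0.05 in both contrasts the counts were 3, 2, 1 and 1 for cutin biosynthesis, epidermis morphogenesis, wall modification and pectin catabolism.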

Several genes encoding pectate lyase family proteins (*BnaCNNG05770D*, *BnaA06G09240D*, and *BnaCNNG60280D*) were found within these GO terms, as well as one homolog of *PECTIN METHYLESTERASE 3* (*PME3*; *BnaA05G25150D*) and the pectin methylesterase *VANGUARD 1* (*VGD1*; *BnaA03G21590D*) (Fig. 4). 

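Of the pectin genes, *PME3* was high in the whole epidermis group, and the pectate lyases and *VGD1* were high in epidermis 1. *PME3* (BnaA05g25150D), whose product removes methyl groups from pectin, was at 47.5, 36.9 and 34.2 FPKM in epidermis 1, 2 and 3, with 7.51 ± 2.39 FPKM in the cortex and 1.27 ± 1.32 FPKM in the vasculature. It was above the cortex by 5.27 times, with all 3 epidermis libraries over the other 5, and its limma adjusted p was 0.106. The pectate lyase genes, whose products cleave pectin, were at 111, 5.39 and 0.929 FPKM (BnaCnng05770D), 45.8, 0.586 and 0.202 FPKM (BnaA06g09240D) and 36.1, 2.15 and 0.371 FPKM (BnaCnng60280D) in the 3 epidermis libraries. *VGD1* (BnaA03g21590D), known from pollen tube growth, was at 59.6 and 5.95 FPKM in epidermis 1 and 2 and listed at 0 in epidermis 3. Vasculature 2 held more of each of these than the cortex did, for example 9.91 FPKM of BnaCnng05770D. Genes known from pollen and pollen tubes shared this order: of the 25 on the paper's epidermis list, 19 (76%) were at least 5 times higher in epidermis 1 than in the other epidermis libraries, against 19 of the 114 remaining transcripts (16.7%, Fisher exact p of 1.95e-08 over transcripts, which are not replicates). The pollen list was written after the paper's epidermis list had been read. The 25 include *SKS13*, *SKS14*, *AGP23*, *RALF4*, *RALF19*, *BGAL11* and *CPK34*, and 0 of them were higher in every epidermis library than in all cortex and vasculature libraries. Their values summed to 1600.3 FPKM in epidermis 1, 194 in epidermis 2, 5.36 in epidermis 3, 200.04 in vasculature 2, 111 in whole funiculus 1 and 0.915 in whole funiculus 3.

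**Figure D2:**
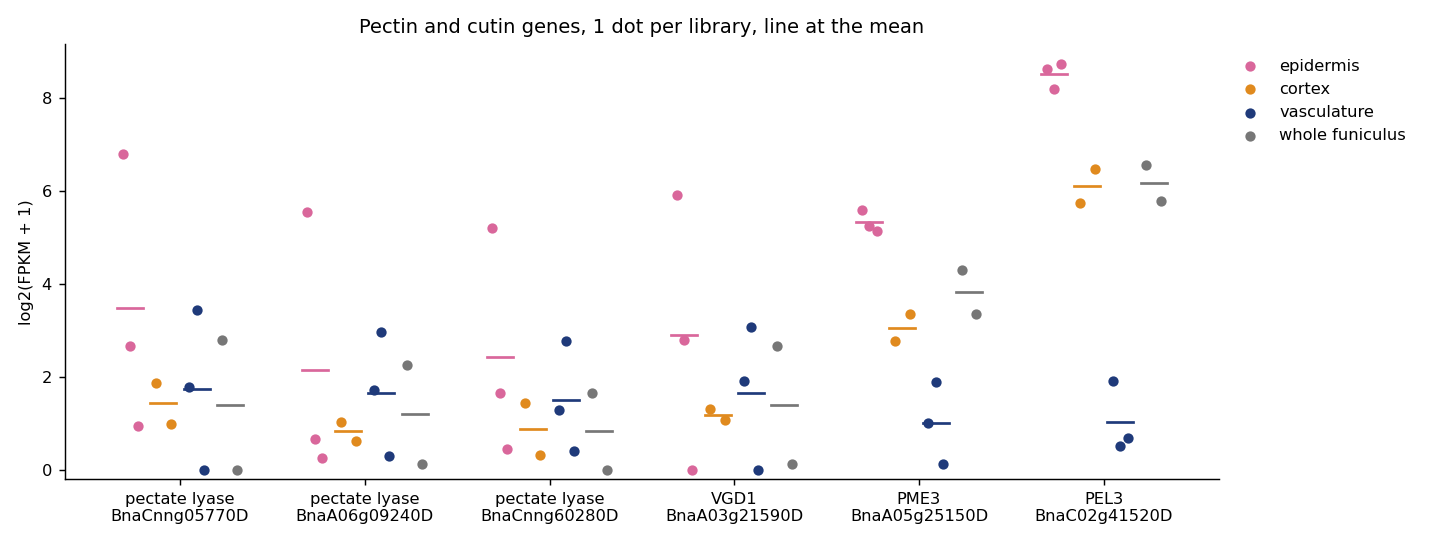
Log2(FPKM + 1) in each library (dots) and group mean (line) for the pectate lyase genes BnaCnng05770D, BnaA06g09240D and BnaCnng60280D, *VGD1*, *PME3* and *PEL3* (BnaC02g41520D).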

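The extensin family gene BnaC09g09070D, which encodes a wall glycoprotein, was expressed in the epidermis and weakly in the cortex. It was at 26.1, 19.3 and 14.3 FPKM in epidermis 1, 2 and 3, at 2.84 and 4.13 FPKM in cortex 1 and 2 and listed at 0 in all 3 vasculature libraries. The epidermis mean of 19.9 FPKM was 5.71 times the cortex mean, with a log2 difference of 2.2 (standard error 0.33) and a limma adjusted p of 0.0517.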

A gene encoding an extensin family protein (*BnaC09G09070D*) was also identified. In addition, two *B. napus* homologs of the acyl transferase *PERMEABLE LEAVES 1* (*PEL3*; *BnaA06G26500D* and *BnaC02G41520D*) were identified in the plant epidermis morphogenesis and cutin biosynthesis GO terms (Fig. 4).

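Both *PEL3* homologs, which encode an acyltransferase of cutin formation, were highest in all 3 epidermis libraries, and they differed widely in level. BnaC02g41520D was at 368 ± 67.5 FPKM in the epidermis, 70.1 ± 25.3 in the cortex and 1.27 ± 1.3 in the vasculature, a ratio of 5.25 to the cortex (limma adjusted p of 0.0804). BnaA06g26500D was at 6.59 ± 3.05 FPKM in the epidermis and 1.05 ± 1.07 in the cortex and listed at 0 in the vasculature, a ratio of 6.28 (limma adjusted p of 0.133). Other epidermis and cuticle genes of the paper's epidermis list had the same order. The fatty acid gene *ATT1* was at 32.1 ± 13.1 FPKM and the epidermal synthase gene *FDH* at 27.7 ± 8.35. The homeodomain gene *PDF2* was at 8.67 ± 2.82 and *LTP2* at 2593 ± 868 FPKM. *KCS12* (5.35, 2.1 and 3.15 FPKM) and *LACS1* (3.12, 18.0 and 3.39 FPKM) were listed at 0 in all cortex and vasculature libraries. All 10 transcripts of the epidermis and cuticle list were higher in each epidermis library than in the other 5 libraries. By limma 1 of the 10 passed, *RD22* (BnaC02g48560D) at 97.4 ± 16.1 FPKM, 6.16 times the cortex mean (adjusted p of 0.0333), and 9 did when adjusted over the list alone, which is no independent evidence since the list was picked on these libraries. *RD22* no longer passed without epidermis 1, epidermis 2, epidermis 3, cortex 2, vasculature 1, vasculature 2 or vasculature 3 (adjusted p of 0.0557 to 0.106). *ATT1* passed without cortex 1 (adjusted p of 0.0458) and the *MYB16* homolog BnaC02g05990D without cortex 2 (adjusted p of 0.0190). The count of 1 was 0 with a pseudocount of 0.1 FPKM or at 10-fold, 2 over transcripts with a mean of at least 5 FPKM or after quantile normalization and 4 with the whole funiculus in the fit.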

**Fig. 4.**
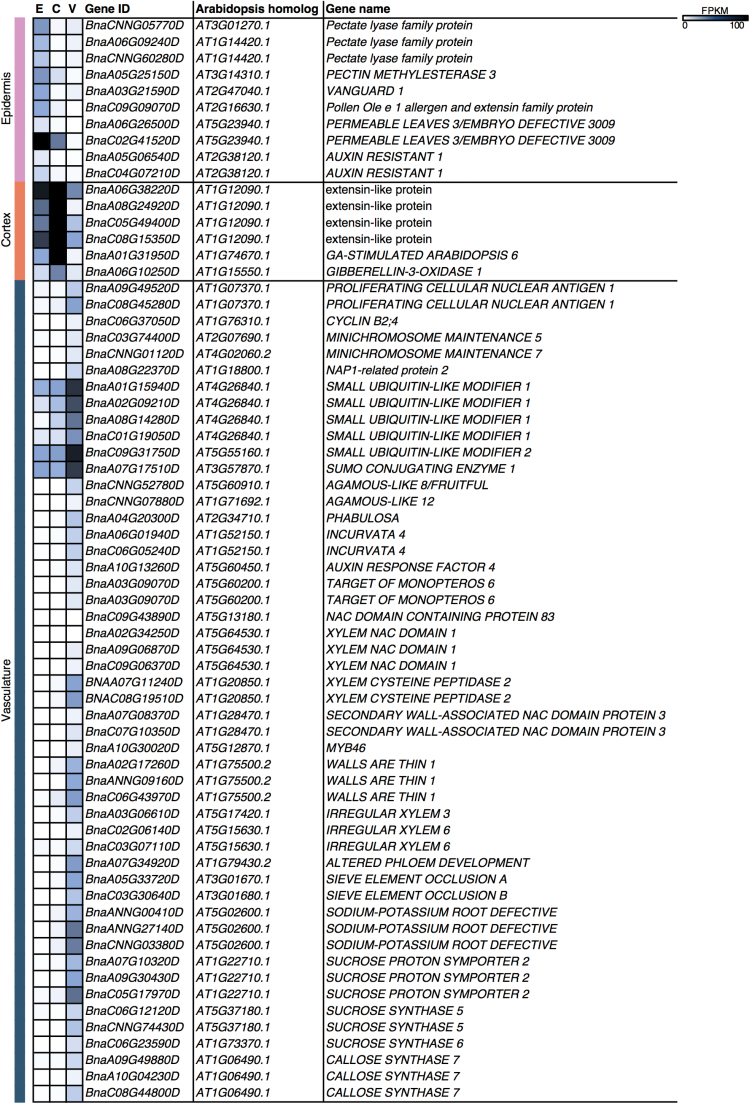
Heatmaps of the FPKMs of select tissue-specific genes identified in the *B. napus* funiculus.

Validating our enrichment analysis, TEM images show numerous Golgi complexes and vesicles located proximal to the outer tangential cell wall of epidermal cells (Fig. 5A). We also identified extensive vesicular fusion with the epidermal cell walls (Fig. 5B), which suggests that the function of Golgi activity in the epidermis of globular-stage funiculi contributes to the delivery of materials and enzymes to modify the epidermal cell walls at the globular stage of development. Two homologs of *AUXIN RESISTANT 1* (*AUX1*; *BnaA05G06540D* and *BnaC04G07210D*) (Fig. 4), which has been shown to associate with active vesicles (Kleine-Vehn *et al.*, 2006), were identified in the root morphogenesis GO term, indicating a potential role for hormonal signaling in the regulation of the development of the funiculus epidermis.

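Both *AUX1* homologs, which encode an auxin influx carrier, were highest in the epidermis, below 10 FPKM on average. BnaC04g07210D was at 9.97 ± 0.668 FPKM in the epidermis, 2.01 ± 0.173 in the cortex and 1.32 ± 1.35 in the vasculature, and BnaA05g06540D at 4.85 ± 1.74, 0.629 ± 0.00733 and 0.598 ± 0.386 FPKM. The ratios to the cortex were 4.95 and 7.70, with limma adjusted p of 0.155 and 0.0917 and all 3 epidermis libraries above the other 5 for both genes. The remaining root morphogenesis transcripts of the epidermis list are the auxin transporter gene *ABCB19* (BnaC09g01920D), at 7.79 FPKM and 7.31 times the cortex, and DUF642 genes BnaA06g27710D and BnaC07g29330D at 23.4 and 24.2 FPKM. These 3 genes were picked after their values were seen.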

**Fig. 5.**
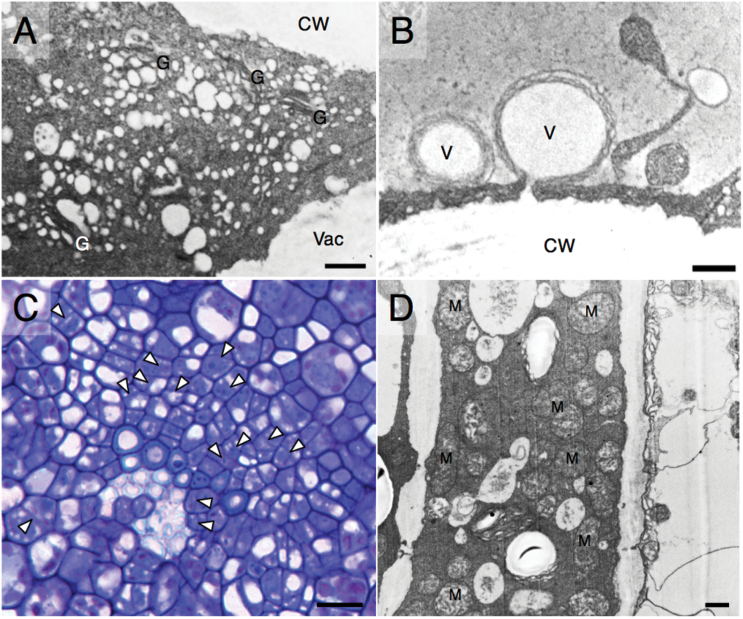
Micrographs highlighting anatomical features of the *B. napus* funiculus. (A) Transmission electron micrograph of a characteristic epidermal cell showing the outer tangential cell wall (CW), the vacuole (Vac), and numerous Golgi apparatuses (G); scale bar=500nm. (B) Transmission electron micrograph showing fusion of vesicles (V) with the cell wall (CW); scale bar=500nm. (C) Light micrograph of the vascular strand of the funiculus. Recently divided cells are indicated with arrowheads; scale bar=12.5 µm. (D) Transmission electron micrograph showing numerous mitochondria (m) present in the non-conducting cells of the phloem; scale bar=500nm.

### Cell growth is associated with cortex development in the *B. napus* funiculus

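The cortex transcripts behind growth and cell size are the same 7, made up of 4 extensin-like homologs and 3 genes of the Ole e 1/extensin family. All 7 were higher in both cortex libraries than in the 6 epidermis and vasculature libraries, and 1 passed the limma rule, the Ole e 1/extensin gene BnaC02g04510D, which no longer passed without epidermis 1, 2 or 3 or vasculature 1, 2 or 3 (adjusted p of 0.0559 to 0.106). Of 3 GA signaling transcripts, *GASA6*, *GA3OX1* and *TIP1;1*, all were higher in both cortex libraries than elsewhere and *TIP1;1* passed. At an unadjusted p under 0.05 in both contrasts, all 7 and all 3 did. Over transcripts with a mean of at least 5 FPKM 4 of the 7 and 3 of the 3 passed, scaled to the same total 3 and 3, with the whole funiculus in the fit 5 and 2, after quantile normalization 1 and 2 and at 10-fold 0 and 0.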

Cortex-enriched transcripts were enriched for growth (*P*=3.77 E-11), regulation of cell size (*P*=3.89 E-11), and GA-mediated signaling (9.64 E-4) (Fig. 3). 

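The extensin-like genes were among the abundant cortex transcripts, and they were also present in the epidermis. BnaA06g38220D was at 819 and 947 FPKM in cortex 1 and 2 and at 166 ± 30.0 FPKM in the epidermis, and BnaC08g15350D at 875 and 758 and 130.1 ± 19.7 FPKM. BnaA08g24920D differed most between the cortex libraries, with 224 and 712 FPKM, and BnaC05g49400D was at 459.9 and 332 FPKM. The larger limma adjusted p of each gene, from the contrast with the epidermis, was 0.0517, 0.0608, 0.166 and 0.0742, with log2 differences of 2.42, 2.65, 2.28 and 2.51. Both cortex libraries were above all 6 epidermis and vasculature libraries for each of the 4.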

Four homologs of a gene encoding an extensin-like protein (*BnaA06G38220D*, *BnaA08G24920D*, *BnaC05G49400D*, and *BnaC08G15350D*) (Fig. 4) were identified in the growth and regulation of cell size GO terms. Additionally, *GA-STIMULATED ARABIDOPSIS 6* (*GASA6*; *BnaA01G31950D*), and *GIBBERELLIN-3-OXIDASE 1* (*GA3OX1*; *BnaA06G10250D*), which is involved in GA biosynthesis (Fig. 4), were found in the GA-mediated signaling pathway GO term. 

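Both gibberellin genes were highest in the cortex, and a second *GA3OX1* homolog was highest in the vasculature. *GASA6*, a small gibberellin-regulated protein gene, was at 124 and 283 FPKM in cortex 1 and 2, 21.2 ± 12.7 in the epidermis and 2.49 ± 0.224 in the vasculature, a ratio of 9.60 to the epidermis (limma adjusted p of 0.0517). *GA3OX1* (BnaA06g10250D), whose product makes active gibberellins, was at 55.7 and 64.7 FPKM, 8.20 ± 4.83 and 4.96 ± 1.90, a ratio of 7.34 (limma adjusted p of 0.0608). Both cortex libraries were above the other 6 for both genes. Both genes passed when adjusted over the gibberellin list alone, which is no independent evidence since the list was picked on these libraries. The homolog BnaC05g11920D was at 36.5, 90.9 and 37.6 FPKM in vasculature 1, 2 and 3, 5.77 times the cortex mean of 9.53 FPKM (limma adjusted p of 0.0191, all 3 vasculature libraries above the other 5). BnaC05g11920D no longer passed without cortex 1 (adjusted p of 0.138) and without vasculature 2 (ratio of 3.89). It was not called without the filter on low values or at 10-fold.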

The tissue-specific accumulation of these transcripts may suggest that cell development in the cortex of the globular-stage funiculus relies heavily on processes of cell growth and expansion.

### The vasculature of the funiculus is metabolically active and accumulates transcripts associated with vascular development, secondary cell wall biosynthesis, transport, and hormone response

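Dividing-cell genes were higher in the vasculature than in the epidermis or cortex. Of 23 cell proliferation transcripts in the paper's vasculature list, 21 passed the limma rule. Fewer did without cortex 1 (10), cortex 2 (7), vasculature 1 (11) or vasculature 3 (11), without the filter on low values (8), at 10-fold (9) and with 1 FPKM added to the means (11). The 9 listed cell cycle genes all passed, among them *CYCB1;3* (BnaAnng30800D) at 2.46, 4.48 and 1.65 FPKM, the cytokinesis syntaxin *KNOLLE* (BnaA08g26870D at 3.26, 2.55 and 2.44 and BnaC08g13620D at 3.64, 6.4 and 2.69 FPKM) and the topoisomerase *TOPII* (BnaA01g07960D at 4.25, 2.46 and 2.65 FPKM). *CYCB1;3* and both *KNOLLE* homologs were listed at 0 in all epidermis and cortex libraries. The cell cycle count fell to 5 without cortex 1, vasculature 1 or vasculature 3 and to 2 without cortex 2, and was 3 without the filter, 3 over transcripts with a mean of at least 5 FPKM, 4 at 10-fold and 2 with 1 FPKM added. Adjusted over the list alone it was 9 of 9, on a list picked on these libraries. *CYCB1;3* no longer passed without cortex 1 or cortex 2 (adjusted p of 0.0570 to 0.0609). The call of *TOPII* was lost without cortex 2 (adjusted p of 0.0505).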

Vasculature-enriched transcripts were enriched for processes such as cell proliferation (*P*=1.28 E-9) and protein sumolyation (*P*=7.69 E-6) (Fig. 3). Genes associated with cell cycle regulation and chromosome maintenance were found in the cell proliferation GO term, including two homologs of *PROLIFERATING CELLULAR NUCLEAR ANTIGEN 1* (*PCNA1*; *BnaA09G49520D* and *BnaC08G45280D*), *CYCLIN B2;4* (*CYCB2;4*; *BnaC06G37050D*), *MINICHROMOSOME MAINTENANCE 5* (*MCM5*; *BNAC03G74400D*), *MINICHROMOSOME MAINTENANCE 7* (*MCM7*; *BnaCNNG01120D*), and *NAP1-RELATED PROTEIN 2* (*NRP2*; *BnaA08G22370D*) (Fig. 4). 

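All 6 of these genes were highest in the vasculature. *PCNA1*, the sliding clamp of DNA replication, was at 27.7 ± 11.4 FPKM in the vasculature for BnaC08g45280D and 11.9 ± 4.22 for BnaA09g49520D, 7.76 and 5.86 times the cortex and the epidermis (limma adjusted p of 0.0132 and 0.0201). The replication helicase genes *MCM5* and *MCM7* were at 5.15 ± 1.71 and 5.06 ± 1.21 FPKM, ratios of 5.88 and 5.25 (limma adjusted p of 0.0143 and 0.0137). The mitotic cyclin gene *CYCB2;4* (1.64, 5.77 and 3.18 FPKM in vasculature 1, 2 and 3) and the histone chaperone gene *NRP2* (4.39, 18.9 and 4.91 FPKM) were listed at 0 in all 5 epidermis and cortex libraries (limma adjusted p of 0.0173 and 0.00795). For each gene all 3 vasculature libraries were above the other 5. With 1 library left out at a time, *PCNA1* BnaA09g49520D no longer passed without cortex 1, cortex 2, vasculature 1 or vasculature 3 (adjusted p of 0.0530 to 0.160) and without epidermis 1 (ratio of 4.25), and with a pseudocount of 0.1 FPKM it did not pass either. *PCNA1* BnaC08g45280D was lost without cortex 1, cortex 2, vasculature 1 or vasculature 3 (adjusted p of 0.0554 to 0.107). *CYCB2;4* was lost without cortex 1, cortex 2 or vasculature 3 (adjusted p of 0.0534 to 0.0763) and *NRP2* without cortex 1 or cortex 2 (adjusted p of 0.0692 to 0.0710). *MCM5* fell short without cortex 2 or vasculature 1 (adjusted p of 0.0563 to 0.102) and without epidermis 1 (ratio of 4.96) and epidermis 3 (ratio of 4.91), and *MCM7* without cortex 2, vasculature 1 or vasculature 3 (adjusted p of 0.0550 to 0.0614). *MCM5* was not called after quantile normalization.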

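*SUMO2* and *SCE1*, which encode a small modifier protein and the enzyme that attaches such proteins to targets, were abundant in the vasculature and also expressed in the epidermis and cortex. *SUMO2* was at 164 ± 64.2 FPKM in the vasculature and *SCE1* at 136 ± 45.1 FPKM, 5.31 times the cortex and 5.37 times the epidermis (limma adjusted p of 0.0313 and 0.00592). In the cortex, *SUMO2* was at 30.9 ± 10.7 and *SCE1* at 18.9 ± 8.48 FPKM. All 3 vasculature libraries were above the other 5 for both genes. Both calls leaned on single libraries. *SUMO2* no longer passed without cortex 1, cortex 2, vasculature 1 or vasculature 3 (adjusted p of 0.10 to 0.198). The call of *SCE1* was lost without cortex 1 (adjusted p of 0.0648) and without epidermis 1 (ratio of 4.56), vasculature 1 (ratio of 4.97) and vasculature 3 (ratio of 4.75).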

Four homologs of *SMALL UBIQUITIN-LIKE MODIFIER 1* (*SUMO1*; *BnaA01G15940D*, *BnaA02G09210D*, *BnaA08G14280D*, and *BnaC01G19050D*) were identified in the protein sumolyation GO term, as well as *SMALL UBIQUITIN-LIKE MODIFIER 2* (*SUMO2*; *BnaC09G31750D*) and *SUMO CONJUGATING ENZYME 1* (*SCE1*; *BnaA07G17510D*). Anatomical analysis shows many cells in the vascular strand that have recently undergone cell division (Fig. 5C). These data indicate that the vascular strand of the globular stage canola funiculus is actively involved in growth via cell proliferation.

Both xylem (*P*=3.22 E-10) and phloem development (*P*=6.39 E-4) were enriched in the vasculature-enriched transcripts (Fig. 3). 

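Both vessel and sieve element programs showed in the vasculature. Of 17 xylem development transcripts 16 passed the limma rule (11 over transcripts with a mean of at least 5 FPKM and 12 with 1 FPKM added to the means), and all 3 phloem development transcripts did. Genes that pattern the vascular strand passed as well: all 4 listed homologs, of *ICU4*, *PHB* and *TMO6*, were called over all tested transcripts and over the list alone, a list picked on these libraries. Among the 684 vasculature transcripts of the paper's list, 279 were listed at 0 in all 5 epidermis and cortex libraries.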

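The transcription factors *AGL8*, *AGL12*, *PHB*, *ARF4* and *TMO6* were all highest in the vasculature. *PHB* was at 12.9 ± 1.09 FPKM in the vasculature, 0.917 ± 0.180 in the cortex and 0.453 ± 0.350 in the epidermis (ratio of 14.1, limma adjusted p of 0.000991). *AGL8*, the *FRUITFULL* gene, was at 10.8, 12.6 and 7.23 FPKM in vasculature 1, 2 and 3 and *TMO6* (BnaA03g09070D) at 4.23, 7.43 and 3.45, and both were listed at 0 in the epidermis and cortex (limma adjusted p of 0.000570 and 0.00327). *ARF4*, a gene for an auxin response factor, was at 6.04 ± 1.73 FPKM with a ratio of 6.58 (limma adjusted p of 0.0105). *AGL12* was at 4.93, 0.680 and 2.92 FPKM and also listed at 0 in the outer tissues, with a limma adjusted p of 0.0687. All 3 vasculature libraries were above the other 5 for each gene. *ARF4* was not called without cortex 1 (adjusted p of 0.0634), and *AGL12* was called without vasculature 2 (adjusted p of 0.0104).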

DNA binding (*P*=1.20 E-9) was enriched in the vasculature; transcripts encoding MADS box transcription factors, *AGAMOUS-LIKE 8* (*AGL8*; *BnaCNNG52780D*) and *AGAMOUS-LIKE 12* (*AGL12*; *BnaCNNG07880D*), as well as a HD-Zip transcription factor *PHABULOSA* (*PHB*; *BnaA04G20300D*), and other transcription factors including *AUXIN RESPONSE FACTOR 4* (*ARF4*; *BnaA10G13260D*), and two homologs of *TARGET OF MONOPTEROS 6* (*TMO6*; *BnaA03G09070D* and *BnaA03G09070D*) (Fig. 4) were identified in the DNA binding GO term. Using further enrichment analyses to identify DNA-binding motifs and transcriptional regulators within the populations of tissue-enriched transcripts, we identified a transcriptional network that predicts several MADS box transcription factors—AGL5/SHP2 (*BnaA05G02990D* and *BnaC04G52620D*), AGL8 (*BnaCNNG52780D*), and AGL12 (*BnaCNNG07880D*)—as regulators of DNA binding activity in the vasculature of the globular-stage canola funiculus (Fig. 6).

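Of the MADS box genes, the *AGL5* homologs were the most abundant in the vasculature. BnaC04g52620D was at 86.8 ± 25.1 FPKM in the vasculature, 11.2 ± 9.77 in the epidermis and 3.10 ± 1.13 in the cortex, and BnaA05g02990D at 42.6 ± 9.85, 3.86 ± 1.31 and 1.38 ± 0.504 FPKM. The ratios to the epidermis were 7.77 and 11.0, with limma adjusted p of 0.00592 and 0.000447 and all 3 vasculature libraries above the other 5. BnaC04g52620D was lost without cortex 1 (adjusted p of 0.0543). Whole funiculus 1 and 3 were at 23.6 and 37.5 FPKM for BnaC04g52620D and at 18.3 and 18.3 FPKM for BnaA05g02990D. The predicted regulatory network was not analysed here.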

**Fig. 6.**
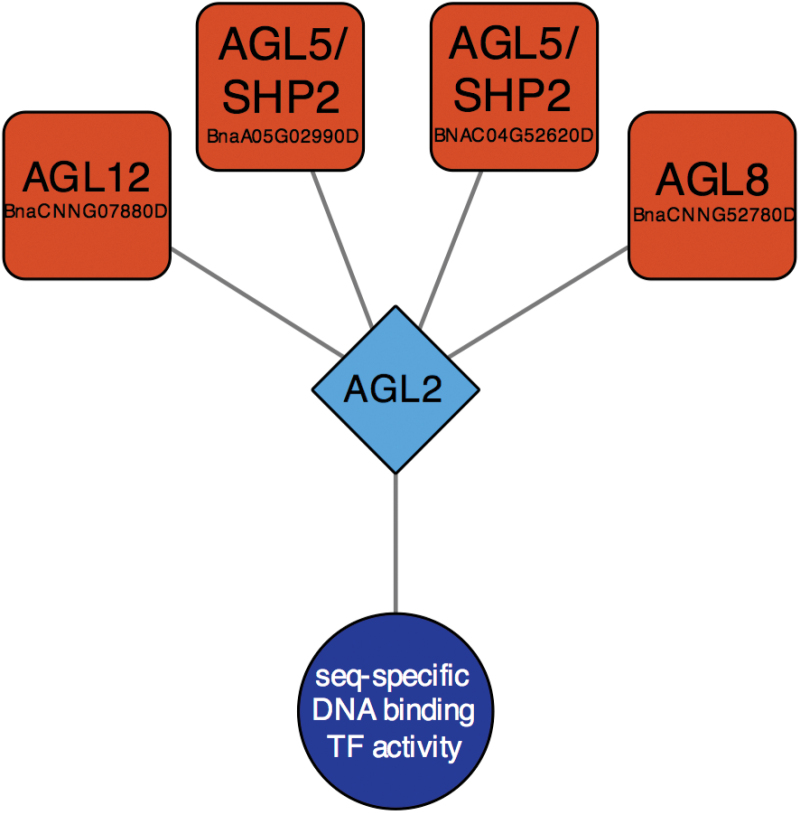
Predictive regulatory network identified in the population of vascular-specific transcripts. Transcription factors are indicated with orange oblongs, DNA-binding motifs with light blue diamonds, and GO terms with dark blue circles.

Several negative regulators of vascular differentiation were identified in the xylem development GO term, including two homologs of the HD ZIP III transcription factor *INCURVATA 4* (*ICU4*; *BnaA06G01940D* and *BnaC06G05240D*), *NAC DOMAIN CONTAINING PROTEIN 83* (*NAC083*; *BnaC09G43890D*), three homologs of *XYLEM NAC DOMAIN 1* (*XND1*; *BnaA02G34250D*, *BnaA09G06870D*, and *BnaC09G06370D*) (Fig. 4), and two homologs of *SECONDARY WALL-ASSOCIATED NAC DOMAIN PROTEIN 3* (*SND3*; *BnaA07G08370D* and *BnaC07G10350D*). 

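The regulators of xylem differentiation were at low to moderate values in the vasculature and near absent outside it. *ICU4* was at 11.0 ± 1.47 (BnaA06g01940D) and 10.9 ± 1.54 FPKM (BnaC06g05240D), 12.2 and 17.7 times the next tissue (limma adjusted p of 0.00167 and 0.00108). *NAC083*, a repressor of vessel formation, was at 13.7 ± 4.33 FPKM in the vasculature, at 0.895 and 2.05 in cortex 1 and 2 and listed at 0 in the epidermis (limma adjusted p of 0.00292, ratio of 9.34). The *XND1* homologs were at 2.94, 3.94 and 3.10 (BnaA02g34250D), 4.28, 3.47 and 4.86 (BnaA09g06870D) and 3.15, 2.64 and 3.32 FPKM (BnaC09g06370D) in vasculature 1, 2 and 3. Those of *SND3*, a gene for a secondary wall NAC factor, were at 3.89, 1.90 and 3.92 (BnaA07g08370D) and 6.38, 4.98 and 5.91 FPKM (BnaC07g10350D). All 5 *XND1* and *SND3* transcripts were listed at 0 in the 5 epidermis and cortex libraries, with limma adjusted p from 0.00105 to 0.00894.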

*MYB46* (*BnaA10G30020D*), a target of *SECONDARY WALL-ASSOCIATED NAC DOMAIN PROTEIN 3*, was found in the secondary cell wall biogenesis GO term (*P*=2.09 E-11). 

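*MYB46*, a switch gene of secondary wall formation, was at 3.88, 4.93 and 3.04 FPKM in vasculature 1, 2 and 3 and listed at 0 in all epidermis and cortex libraries. Its log2 difference to both tissues was 2.29 (limma adjusted p of 0.00319). Of 14 secondary wall biogenesis transcripts 12 passed the limma rule (7 over transcripts with a mean of at least 5 FPKM and 7 with 1 FPKM added to the means), and 10 were listed at 0 in every epidermis and cortex library. Another factor of this program, *MYB85* (BnaA01g12370D), was at 1.72, 4.03 and 4.62 FPKM. The gene of the upstream factor *NST1* (BnaAnng41940D) was at 1.79, 1.05 and 6.01 FPKM with a limma adjusted p of 0.0663, and it was called without vasculature 2 (adjusted p of 0.0355). *MYB85* no longer passed without cortex 2 (adjusted p of 0.0520).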

Other transcripts associated with secondary cell wall thickening were identified, including *WALLS ARE THIN 1* (*WAT1*; *BnaA02G17260D*, *BnaANNG09160D*, and *BnaC06G43970D*), *IRREGULAR XYLEM 3* (*IRX3*; *BnaA03G06610D*), and *IRREGULAR XYLEM 6* (*IRX6*; *BnaC02G06140D* and *BnaC03G07110D*) (Fig. 4). 

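The wall thickening genes were highest in the vasculature, and some homologs were also detected in the epidermis or cortex. *WAT1*, which is needed for thick fiber walls, was at 32.3, 38.5 and 25.2 FPKM in the 3 vasculature libraries for BnaC06g43970D, 18.5, 26.0 and 7.76 for BnaA02g17260D and 31.1, 4.00 and 25.2 for BnaAnng09160D. In cortex 2 they were at 9.39, 5.45 and 0 FPKM, and all 3 were listed at 0 in cortex 1. The limma adjusted p were 0.0359, 0.0542 and 0.00782, with log2 differences over the cortex of 3.34, 2.71 and 4.01, so BnaA02g17260D did not pass. *IRX3*, a cellulose synthase gene of the secondary wall, was at 11.2 ± 1.13 FPKM, 10.4 times the cortex (limma adjusted p of 0.00112). *IRX6* was at 8.55 ± 1.29 FPKM for BnaC03g07110D (ratio of 5.42, limma adjusted p of 0.00503) and at 3.04, 4.38 and 2.51 FPKM for BnaC02g06140D, which was listed at 0 in the outer tissues. All 3 vasculature libraries were above the other 5 for each gene. BnaAnng09160D no longer passed without cortex 1 or cortex 2 (adjusted p of 0.0778 to 0.0808). The call of BnaC06g43970D was lost without epidermis 1, epidermis 2, cortex 1, vasculature 1, vasculature 2 or vasculature 3 (adjusted p of 0.0506 to 0.106). BnaA02g17260D passed without cortex 2 (adjusted p of 0.0184). *IRX6* BnaC03g07110D was lost without epidermis 2 (ratio of 4.60) and vasculature 1 (ratio of 4.97) and after quantile normalization, and *WAT1* BnaC06g43970D with a pseudocount of 0.1 FPKM.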

The light-blue staining of the xylem elements in the globular stage funiculus indicates that secondary cell wall deposition has already begun at this stage of development (Fig. 5C). Two homologs of *XYLEM CYSTEINE PEPTIDASE 2* (*XCP2*; *BnaA07G11240D* and *BnaC08G19510D*), involved in vessel element autolysis (Avci *et al.*, 2008), were identified in the regulation of meristem growth GO term (*P*=2.14 E-14). Therefore, key genes involved in xylem formation and development are co-expressed in the vasculature of the globular-stage canola funiculus.

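The vessel protease gene *XCP2* was highest in the vasculature and listed at 0 in the epidermis. BnaC08g19510D was at 34.1 ± 11.6 FPKM in the vasculature and at 0.833 and 3.18 in cortex 1 and 2, and BnaA07g11240D at 27.3 ± 4.53 and 0 and 3.34 FPKM. The ratios to the cortex were 17.0 and 16.3 (limma adjusted p of 0.00147 and 0.00328), with all 3 vasculature libraries above the other 5. Of 28 meristem growth transcripts on the paper's vasculature list, 27 passed the limma rule (18 without the filter on low values, 20 at 10-fold and 20 with 1 FPKM added to the means).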

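Genes from several steps of xylem formation were raised together in the vasculature. Of 23 listed xylem and secondary wall transcripts, 21 passed the limma rule, and 21 did when adjusted over the list alone, a list that the study picked on these libraries. The count was 14 over transcripts with a mean of at least 5 FPKM, 14 with 1 FPKM added to the means, 17 at 10-fold and 18 without the filter on low values. Beyond the genes named in the paper they include the polyamine gene *ACL5* (BnaC02g08800D), which keeps vessel cells from dying early, at 51.4 ± 4.00 FPKM, and the laccase *LAC17* (BnaA02g06580D) at 38.6 ± 8.86 FPKM. The phenylpropanoid gene *C4H* was at 20.7 ± 5.62 (BnaA03g14010D) and 10.7 ± 3.22 FPKM (BnaA05g11950D), and the fasciclin-like genes *FLA11* (BnaA03g00780D, 19.0, 20.0 and 11.5 FPKM) and *FLA12* (BnaA03g08880D, 5.99, 7.02 and 4.88 FPKM) were listed at 0 in the epidermis and cortex. The limma adjusted p were 0.000569 for *ACL5* (log2 difference of 4.13 over the cortex) and 0.00140 for *LAC17* (4.32), with all 3 vasculature libraries above the other 5. *C4H* BnaA05g11950D was lost without cortex 1 (adjusted p of 0.0506).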

The vasculature-specific transcript population was also enriched for phloem development (*P*=6.39 E-4); *ALTERED PHLOEM DEVELOPMENT* (*APL*; *BnaA07G34920D*), *SIEVE ELEMENT OCCLUSION A* (*SEOA*; *BnaA05G33720D*), and SIEVE ELEMENT OCCLUSION B (*SEOB*; *BnaC03G30640D*) (Fig. 4) were found in the phloem development GO term. 

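Phloem genes had some of the largest differences in the set. *APL*, a MYB factor of phloem identity, was at 34.0 ± 8.94 FPKM in the vasculature and 0.675 and 1.20 in cortex 1 and 2, 36.2 times higher, and listed at 0 in the epidermis (limma adjusted p of 0.000357). The sieve element protein genes *SEOA* and *SEOB* were at 23.3 ± 3.48 and 13.8, 12.7 and 13.6 FPKM. *SEOA* was 16.1 times the cortex mean and *SEOB* was listed at 0 in all 5 outer libraries (limma adjusted p of 0.000557 and 0.000357). All 22 listed phloem transcripts passed, and all 22 did over the list alone, a list picked on these libraries. They include *PP2-A1* at 460.1 ± 74.2 FPKM, the proton pump *AHA3* (BnaA02g08160D at 86.0 ± 8.24, BnaC02g11560D at 79.1 ± 11.7 and BnaC09g32850D at 46.2 ± 2.45 FPKM) and the signal peptide genes *CLE25* (BnaA02g29310D, 2.33, 8.19 and 6.25 FPKM) and *CLE26* (BnaA02g14720D, 6.09, 13.1 and 8.18, and BnaCnng22520D, 2.90, 7.64 and 4.38 FPKM). For each of them all 3 vasculature libraries were above the other 5. *CLE25* was lost without cortex 1 or cortex 2 (adjusted p of 0.0543 to 0.0550).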

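Among these terms the water transport transcripts were the least uniform. Of 19 water transport transcripts on the vasculature list 13 passed the limma rule (7 without cortex 1, 6 without the filter on low values and 7 at 10-fold) and 15 were higher in each vasculature library than in all epidermis and cortex libraries. They include aquaporin *PIP1;5* (BnaA03g45950D at 25.3 ± 11.8 and BnaC07g38190D at 23.6 ± 12.9 FPKM), both called and neither without the filter. The phloem terms were uniform: 6 of 6 phloem transport, 3 of 3 sucrose loading and 6 of 6 sieve plate callose transcripts passed (3, 3 and 3 at 10-fold, and 3 for callose with 1 FPKM added to the means). *PIP1;5* BnaA03g45950D no longer passed without cortex 1 (adjusted p of 0.0719). The call of BnaC07g38190D was lost without cortex 1 (adjusted p of 0.0639).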

The vasculature was also enriched for water transport (*P*=1.58 E-7), phloem transport (*P*=1.94 E-7), phloem sucrose loading (*P*=2.61 E-5), and callose deposition in the phloem sieve plate (*P*=9.15 E-11). 

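*NAKR1*, a gene for a metal-binding protein of phloem transport, and the sucrose carrier gene *SUT2* were strong in all 3 vasculature libraries. *NAKR1* was at 74.2 ± 19.7 (BnaAnng27140D), 66.8 ± 32.4 (BnaCnng03380D) and 17.3 ± 1.75 FPKM (BnaAnng00410D), 25.6, 19.1 and 6.58 times the cortex, and all 3 were listed at 0 in the epidermis. *SUT2* was at 80.5 ± 6.36 (BnaC05g17970D), 24.7 ± 17.4 (BnaA09g30430D) and 16.3 ± 2.11 FPKM (BnaA07g10320D), ratios of 24.5, 43.6 and 12.5. The limma adjusted p were 0.000692, 0.00173 and 0.0132 for *NAKR1* and 0.000899, 0.00165 and 0.00332 for *SUT2*, with all 3 vasculature libraries above the other 5. *NAKR1* BnaAnng00410D was lost without vasculature 3 (adjusted p of 0.0521) and without cortex 1 (ratio of 3.59).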

Transcripts associated with phloem transport and function were found within the phloem transport and phloem sucrose loading GO terms, including three homologs of *SODIUM-POTASSIUM ROOT DEFECTIVE 1* (*NAKR1*; *BnaANNG00410D*, *BnaANNG27140D*, and *BnaCNNG03380D*), and three homologs of *SUCROSE PROTON SYMPORTER 2* (*SUT2*; *BnaA07G10320D*, *BnaA09G30430D*, and *BnaC05G17970D*) (Fig. 4). *SUCROSE SYNTHASE 5* (*SUS5*; *BnaC06G12120D* and *BnaCNNG74430D*), *SUCROSE SYNTHASE 6* (*BnaC06G23590D*), and *CALLOSE SYNTHASE 7* (*CALS7*; *BnaA09G49880D*, *BnaA10G04230D*, and BnaC08G44800D) (Fig. 4) were within the callose deposition in phloem sieve plate GO term. 

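The sieve plate genes were all vasculature genes of low to moderate abundance, and each was highest in vasculature 2. *SUS5* was at 9.77 ± 2.89 FPKM for BnaC06g12120D (8.31 times the epidermis) and at 7.44, 24.1 and 9.59 FPKM for BnaCnng74430D, which was listed at 0 in the outer tissues. *SUS6* was at 4.65, 13.1 and 4.56 FPKM, a ratio of 28.4. The callose synthase gene *CALS7* was at 11.3 ± 2.46 (BnaC08g44800D), 8.95 ± 2.25 (BnaA09g49880D) and 2.94 ± 0.607 FPKM (BnaA10g04230D), ratios of 14.8, 8.17 and 7.29. The limma adjusted p were 0.00236, 0.00161 and 0.00705 for the sucrose synthase genes and 0.00109, 0.00373 and 0.0205 for *CALS7*, with all 3 vasculature libraries above the other 5. *SUS6* was lost without cortex 1 or cortex 2 (adjusted p of 0.0513 to 0.0629), and *CALS7* BnaA10g04230D without vasculature 3 (adjusted p of 0.0614).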

Anatomical analysis reveals numerous densely packed mitochondria in the cells of the phloem (Fig. 5D), suggesting that phloem development and function are energy-demanding processes in the funiculus. Therefore, the globular-stage funiculus vasculature is enriched for the regulation of the development and function of both xylem and phloem.

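Xylem, phloem, patterning and cell cycle genes were raised in the vasculature as groups as well as singly. In a camera test of whole lists within limma, 21 of 30 list contrasts had an adjusted p under 0.05 at the preset correlation between genes. With that correlation estimated from the data, the vasculature exceeded the epidermis and the cortex for xylem (adjusted p of 0.00620 and 0.00515, 23 members), the cell cycle (0.00817 and 0.00905, 9 members), phloem and patterning (each 0.0306 and 0.0241, 22 and 4 members). The epidermis exceeded the cortex and the vasculature for the epidermis and cuticle list (adjusted p of 0.00848 and 0.00688), and the cortex exceeded the vasculature for it (0.0241). Among the calls that did not hold were myrosinase (0.0951 and 0.107 against epidermis and cortex, and 0.454 between them), pollen genes (0.454 and 0.633), gibberellin (0.0779), and aquaporins and phloem between epidermis and cortex (each 0.423). The study picked the members of these lists on the same libraries, so the tests describe the lists and add no independent evidence. The paper concludes, also from term enrichment and micrographs, that vascular tissue proliferates and differentiates in the strand. Of the 51 vasculature transcripts it names, which it picked on these libraries, 49 passed here. The count was 30 at 10-fold, 34 without the filter on low values and 35 with 1 FPKM added to the means.

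**Figure D3:**
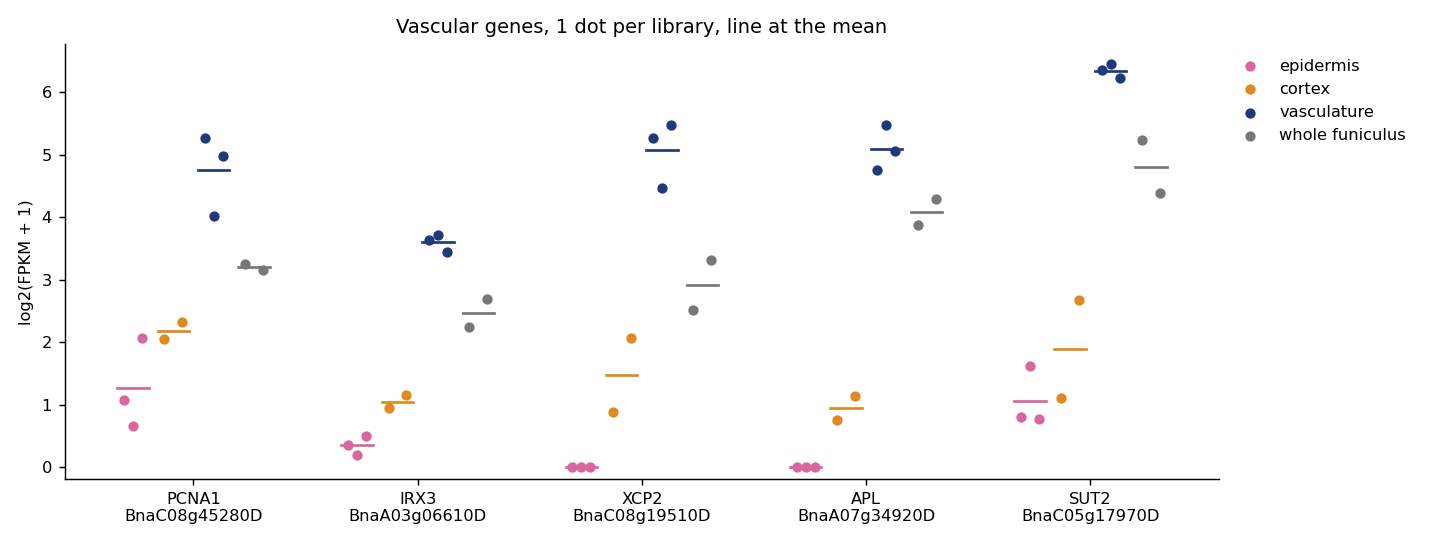
Log2(FPKM + 1) in each library (dots) and group mean (line) for *PCNA1* (BnaC08g45280D), *IRX3*, *XCP2* (BnaC08g19510D), *APL* and *SUT2* (BnaC05g17970D).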

## Discussion

### Dissecting individual tissues of the funiculus increases the resolution of the funiculus transcriptome

LMD coupled with next-generation RNA-seq provides valuable insight into the spatial distribution of gene activity in complex multicellular biological systems such as the canola funiculus. Khan *et al.* (2015) reported that the Arabidopsis funiculus contains unique transcripts compared with the rest of the seed regions and subregions. In the present study, we extended our work to the funiculus of the valuable oilseed *B. napus* at the tissue-specific level. Combining LMD with bioinformatics approaches, we were able to detect unique transcripts present among the tissue systems of the canola funiculus (Fig. 2A, B; Supplementary Dataset S1). Although the total number of transcripts was similar in all dissected tissue, as well as the whole funiculus, >16% of all transcripts detected are tissue enriched (Fig. 2B) and would not have been revealed without analyzing these tissues individually. This increased resolution of the funiculus transcriptome allows us to focus more in depth on the biological processes occurring within the funiculus during seed development. Anatomical evidence provides support for the enrichment analyses of the transcriptome data, and reveals the dynamic nature of each tissue system in the *B. napus* funiculus. Overall, these data provide novel insights into the transcriptomic patterns that operate in each tissue of the funiculus that contribute to its function in supporting seed development.

### Tissue systems of the canola funiculus are transcriptomically distinct

Each of the tissue systems contain unique populations of transcripts (Figs 1E, 2C), suggesting distinct biological processes and specific roles for each of the three tissue systems in funiculus and seed development. Both the funiculus vasculature and epidermis mRNA populations contained greater numbers of tissue-enriched transcripts than the paranchymatous cortex. 

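In the limma calls the vasculature came first in every setting, and the order of epidermis (36) and cortex (22) was not stable. The cortex count was the higher with a pseudocount of 0.1 FPKM (3 epidermis and 11 cortex transcripts) or 0.5 FPKM (7 and 12), without the filter on low values (16 and 50), with no trend in the variance, a setting added after seeing the data (8 and 15), and without epidermis 1 (3 and 6), epidermis 3 (3 and 4), cortex 1 (29 and 362), cortex 2 (70 and 149) or vasculature 1, 2 or 3 (1 and 6, 1 and 4, 1 and 4). Without epidermis 2 the counts were equal (4 and 4). Of the paper's lists, 132 of 139 epidermis, 53 of 53 cortex and 683 of 684 vasculature transcripts had means at least 5 times those of both other tissues. An unadjusted p under 0.05 in both contrasts, added to the fold rule, was met by 81 epidermis, 50 cortex and 675 vasculature transcripts. Among epidermis transcripts, 38 were at least 5 times higher in epidermis 1 than in epidermis 2 and in epidermis 3, and 80 kept the 5-fold rule on epidermis 2 and 3 alone.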

A similar pattern of transcript accumulation has been observed in maternal reproductive tissues of tomato (Matas *et al.*, 2011), reflective of the unique and dramatic changes that both tissue types undergo in plant fruit structures. While each region of the funiculus is transcriptionally distinct, the transcriptomic profiles of the epidermis and cortex are more similar, and the vasculature profile is more distinct from that of the other tissues. 

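Correlations of the vasculature with the outer tissues were lower over abundant transcripts. Transcripts enter this set by a high mean in any 1 tissue, which can by itself lower correlations between tissues. Over the 4918 transcripts with a mean of at least 25 FPKM in a tissue, the mean Pearson correlation was 0.681 between epidermis and cortex, 0.290 between cortex and vasculature and 0.143 between epidermis and vasculature. Within groups it was 0.769 for the epidermis, 0.724 for the cortex and 0.791 for the vasculature. By rank over all 45300 transcripts the between-tissue values were 0.740, 0.610 and 0.539.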

Transcriptome studies have found large differences between the mRNA populations of the epidermis and vasculature (Nakazono *et al.*, 2003) in maize coleoptiles, as well as between the mesophyll and vasculature of maize leaves (Chang *et al.*, 2012). The vasculature of the *B. napus* funiculus may have a more unique population of transcripts as it contains more diverse cell types than the epidermis or cortex, which are both relatively uniform in cell type (Chan and Belmonte, 2013).

#### The epidermis is associated with cell wall modification, resulting in a resistant structure that supports the maturing funiculus

During early funiculus development, the cells of the epidermis undergo cell enlargement and cell wall biosynthesis, with cell wall thickening becoming evident at the globular stage of development (Chan and Belmonte, 2013). We hypothesize that at the globular stage of embryo development, the funiculus is at the beginning of a transition from cell growth to cell wall thickening in the epidermal tissue. In support of this, we found that transcripts enriched in the epidermis were enriched for biological processes that are related to cell wall modification and pectin metabolism (Fig. 3). Our anatomical analysis reveals the presence of numerous Golgi apparatuses adjacent to the distal cell wall of the epidermal cells of the funiculus, as well as the fusion of vesicles with the cell wall; these Golgi may participate in providing carbohydrate substrates for cell wall development and thickening. Interestingly, while the Arabidopsis funiculus epidermis accumulates a thick cuticle throughout its development, and is transcriptomically enriched for wax and cuticle biosynthesis at the globular stage of seed development (Khan *et al.*, 2015), the canola funiculus lacks prominent cuticular deposition, and is enriched only for cell wall development.

Two pectin methylesterases—PME3 and VGD1—are predicted to be involved in pectin catabolism in the funiculus epidermis. The modification of pectins by pectin methylesterases has been shown to correspond to increased cell wall rigidity, thus limiting the growth of the cell (reviewed in Wolf and Greiner, 2012). The pectin methylesterase VGD1 has been implicated in the maintenance of cell wall integrity in pollen tube growth growth (Jiang *et al.*, 2005). Increased cell wall rigidity may contribute to the structural integrity of the funiculus epidermis, which is hypothesized to undergo programmed cell death over the course of canola funiculus development (Chan and Belmonte, 2013), and may contribute to the strength of the funiculus organ itself. Furthermore, the development of the epidermis may have consequences for the determination of organ size through signaling (Savaldi-Goldstein *et al.*, 2007) and structural limitation. It is not yet known how genes associated with cell wall modification are involved in the regulation of epidermal cell growth and the delimitation of organ size of the funiculus in canola.

#### Gibberellic acid-mediated signaling may be associated with growth and cell expansion in the cortex

We identified GASA6 as a cortex-specific transcript associated with GA response and signaling in the funiculus. The cortex of the funiculus undergoes rapid cell growth and proliferation post-fertilization, remaining functional during the globular stage of seed development but undergoing degradation by the end of morphogenesis (Chan and Belmonte, 2013). This is in contrast to Arabidopsis, where the cortex of the funiculus remains intact at seed maturity (Khan *et al.*, 2015). We found that four homologs of a gene encoding an extensin-like protein were also expressed at levels at least 5-fold higher in the cortex relative to the vascular and epidermal tissues of the funiculus. 

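All 4 extensin-like homologs had higher cortex means by at least 5-fold, with a much wider gap to the vasculature than to the epidermis. The ratio to the epidermis was 5.33, 6.28, 5.61 and 5.80 for BnaA06g38220D, BnaC08g15350D, BnaA08g24920D and BnaC05g49400D, and that to the vasculature 16.1, 32.6, 163 and 28.8. In the whole funiculus BnaA06g38220D was at 293 and 450.2 FPKM and BnaC05g49400D at 55.2 and 118 FPKM.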

Extensins have been shown to be essential to cell division during embryo development (Hall and Cannon, 2002). Zhong *et al.* (2015) suggest that GASA6 may act to co-ordinate GA signaling with cell growth in the embryo axis during seed germination, and so it may be possible that it could be performing a similar function of integrating GA signaling and cell growth in the cortex of the funiculus. GASA6 is predicted to act downstream of RGA-LIKE 2 (RGL2) (Zhong *et al.*, 2015) in Arabidopsis. *RGL2* is expressed in the funiculus and chalazal seed coat of morphogenesis-stage Arabidopsis seeds, suggesting a potential role in GA-mediated signaling, though its role in the funiculus tissue is unknown. We did not find *RGL2* to be expressed in the *B. napus* funiculus, though two homologs of *RGA-LIKE 1* were expressed non-specifically in the cortex. Given that the cortex of the Arabidopsis and canola funiculi undergo distinctly different developmental fates throughout seed development, it is possible that distinct transcriptional programs are operating in the funiculus cortexes of these species. Taken together, the role of GA-mediated signaling in the cortex of the funiculus remains uncharacterized in any plant species, though our data support that GA-mediated signaling may be integrated with cell expansion and growth in the cortex of the globular-stage funiculus.

#### The vasculature of the globular-stage canola funiculus is an actively proliferating tissue whose development may be regulated by several AGAMOUS-like transcription factors

Our enrichment analysis revealed that the vasculature is heavily enriched for cell proliferation. The tissue-specific expression of *PCNA1*, and *MCM5* and *7*, which are expressed preferentially in actively proliferating cells and involved in DNA synthesis during replication (Shultz *et al.*, 2009; Strzalka and Ziemienowicz, 2010), indicates that the vasculature is more heavily involved in processes of cell division than the cortex or epidermis at the globular stage of seed development. While the vascular strand continues to enlarge throughout funiculus development, the most dramatic increase in size results from cell proliferation that occurs in the time period between fertilization and early morphogenesis (Chan and Belmonte, 2013). This active cell division would require strict cell cycle control in order to ensure proper development of the vascular strand. Our data suggest that post-translational modification via protein sumoylation may be a key factor in the regulation of cell cycle control in the funiculus vasculature. PCNA1 undergoes sumoylation via the action of several SUMO proteins in vitro, including SUMO1 (Strzalka *et al.*, 2012). Both *PCNA1* and *SUMO1* are co-expressed with *SCE1*, a key regulator of the cell cycle and meristematic proliferation, in the globular-stage canola funiculus.

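The whole funiculus means of *PCNA1* and *SCE1* lay between their vasculature and outer tissue means. *PCNA1* BnaC08g45280D was at 8.56 and 7.88 FPKM in whole funiculus 1 and 3 and *SCE1* at 45.3 and 28.1 FPKM, the last below the 33.9 FPKM of epidermis 3. Across the vasculature libraries both were lowest in vasculature 2, at 15.2 and 84.1 FPKM.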

Very little is known about the regulation of the cell cycle and growth in the funiculus in any plant species; however, our enrichment analyses identified AGL8, AGL12, and AGL5 as putative regulators of DNA binding in the vasculature of the funiculus. AGL12 and AGL8 are both regulators of cell proliferation and expansion, and AGL8 is required for proper vascular development (Gu *et al.*, 1998; Tapia-López *et al.*, 2008). AGL5 is implicated in interactions with other MADS-box transcription factors as well as the AP-2-like transcription factor, AINTEGUMENTA (ANT), in order to control cell expansion and division in the Arabidopsis funiculus. How these AGAMOUS-like transcription factors, cell cycle regulators, and regulators of protein sumoylation work together to co-ordinate vascular development in the funiculus is unknown, but understanding how vascular proliferation contributes to the structure of the canola funiculus, and the consequences this growth has for the ability of the funiculus to transport nutrients to the developing seed, will be valuable in our understanding of canola seed development overall.

#### Competition at the transcriptional level between xylem and phloem proliferation in the vascular strand may influence the structure and function of the canola funiculus

Despite the importance of the vasculature of the funiculus in delivering nutrients from the maternal plant to the developing seed, the regulation of vascular development in the funiculus is generally not well characterized, and little to no information about the development of the vascular strand in the funiculus is available, particularly in *B. napus* studies. Our tissue-specific transcriptomic analysis sheds light on the potential mechanisms that control funiculus development.

Two HD-ZIP III transcription factors, PHB and ICU4, were identified as vasculature-specific transcripts potentially involved in the regulation of vascular development in the funiculus. ICU4 is expressed only in vascular tissues, and is a negative regulator of xylem development (Kim *et al.*, 2005), and PHB regulates vascular patterning (Emery *et al.*, 2003). These developmental regulators are co-expressed in the canola funiculus with *VND-INTERACTING 2* (*VNI2*), which encodes a NAC domain transcription factor that acts to repress xylem vessel formation (Yamaguchi *et al.*, 2010), and *APL*, which represses xylem and promotes phloem development (Bonke *et al.*, 2003). 

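These regulators could also be read in the whole funiculus, at low to moderate values. *ICU4* was at 3.14 and 4.67 (BnaA06g01940D) and 3.36 and 3.03 FPKM (BnaC06g05240D) in whole funiculus 1 and 3, *PHB* at 4.15 and 4.45, *NAC083* (*VNI2*) at 3.32 and 7.06 and *APL* at 13.7 and 18.5 FPKM. *APL* and *NAC083* had their highest values in vasculature 2 (43.6 and 18.2 FPKM).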

Taken together, these data suggest that there is regulation of cell differentiation and development in the vascular strand, resulting in a greater proportion of phloem relative to xylem at the globular stage of seed development. Early in canola funiculus development, the phloem makes up a greater proportion of the vasculature than xylem, and the two tissues are roughly equal in abundance during the maturation stages of seed development (Chan and Belmonte, 2013). It is possible that the greater proportion of phloem early in seed development allows for the transfer of nutrients, such as precursors to lipids and storage proteins, to the developing seed, and the increase in xylem later in development allows more water transport to support cell expansion and growth of the embryo. Therefore, further examination of the funiculus vasculature at later stages in development is required to understand the transcriptional mechanisms behind the regulation of cell identity in the vascular strand of the canola funiculus that may contribute to seed filling and ultimately seed size.

#### Transcripts associated with vascular development, structure, and function accumulate in the vasculature of the funiculus at the globular stage

Secondary cell wall thickening followed by autolysis is characteristic of xylem vessel development, and contributes its function in water transport. 

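*SND3* BnaC07g10350D and *MYB46* were above 1 FPKM in both whole funiculus libraries as well as in the vasculature, and *SND3* BnaA07g08370D in whole funiculus 3. *SND3* was at 0.962 and 2.92 (BnaA07g08370D) and 1.80 and 2.74 FPKM (BnaC07g10350D) in whole funiculus 1 and 3 and *MYB46* at 2.88 and 3.28 FPKM. No transcript could be paired with *SND1* from the tables held, so that gene was not analysed here.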

Several genes associated with secondary cell wall thickening in xylem development are co-expressed in the globular-stage funiculus vasculature, including *SND3*, which is specific to the vascular strand of the funiculus, *SND1* (Zhong *et al.*, 2006), and its target MYB46 (Zhong *et al.*, 2007). IRX3, a direct target of MYB46 (Kim *et al.*, 2014), was found to be specific to the vasculature in the funiculus, and IRX6, which is up-regulated in *SND1* overexpression backgrounds (Brown *et al.*, 2005), is also co-expressed in the globular-stage funiculus vasculature. Examination of the funiculus vasculature transcriptome prior to vascular proliferation (during ovule development), as well as at later stages of seed development is required to better understand the regulators of xylem development in the funiculus.

Our tissue-specific analysis of the canola funiculus also sheds light on phloem development in the vascular strand. 

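*SUS5*, *SUS6* and *CALS7* were higher in whole funiculus 3 than in whole funiculus 1. In whole funiculus 1 and 3 *SUS5* was at 2.65 and 9.24 (BnaC06g12120D) and 5.51 and 16.7 FPKM (BnaCnng74430D), *SUS6* at 2.89 and 6.33 and *CALS7* at 3.88 and 6.88 FPKM (BnaC08g44800D). In vasculature 2 they were at 13.1, 24.1, 13.1 and 13.9 FPKM.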

*SUS5* and *6* are co-expressed with *CALS7* in the vasculature, which is consistent with previous literature that shows exclusive co-expression of these genes in phloem cells (Barratt *et al.*, 2011). It has been suggested that proper callose deposition is integral to the long-distance transport function of the phloem (Barratt *et al.*, 2011), and therefore these sucrose and callose synthase genes may perform an important role in ensuring proper nutrient transfer to the developing seed. *NAKR1* and *SUT2*, key genes involved in the loading of sucrose into phloem cells (Gould *et al.*, 2012) and long-distance source to sink transport of sucrose (Tian *et al.*, 2010), were also co-expressed in the vasculature at the globular stage of development. 

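*NAKR1* and *SUT2* were both expressed in the whole organ. The *NAKR1* homologs BnaAnng27140D, BnaCnng03380D and BnaAnng00410D were at 33.2 and 30.1, at 28.2 and 51.1 and at 5.12 and 10.5 FPKM in whole funiculus 1 and 3, and the *SUT2* homologs BnaC05g17970D, BnaA09g30430D and BnaA07g10320D at 36.6 and 19.9, at 14.9 and 4.99 and at 8.81 and 2.47 FPKM. In cortex 2, *NAKR1* BnaAnng27140D and BnaCnng03380D were at 4.76 and 5.69 FPKM and *SUT2* BnaC05g17970D at 5.42 FPKM.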

The phloem cells are densely packed with mitochondria at this stage, which may serve to support the metabolic demands of phloem function and development, as well as provide energy for the rapid proliferation that the phloem tissue undergoes early in seed development (Chan and Belmonte, 2013).

### Conclusions

Tissue-specific transcriptome analysis of the *B. napus* funiculus increases the resolution of the RNA-seq dataset through the identification of genes associated with biological processes of the three primary tissue systems of the plant. We identified biological processes occurring in each tissue system of the funiculus. For example, the epidermis is involved in cell wall development and modification, the cortex is enriched for GA signaling and growth, and the vasculature is heavily involved in the processes of cell division and differentiation. We identify genes and gene regulators putatively involved in these processes, providing insight into the transcriptional circuits that underlie the specialized functions and co-ordinated development of the seed. These data now serve as an important resource for those interested in seed development and targeted manipulation of biological processes for seed improvement research.

## Supplementary data

Supplementary data are available at *JXB* online.

Dataset S1. List of all detected transcripts (mean FPKM ≥1) in the canola (*Brassica napus*) funiculus versus the list of transcripts found in the epidermis, cortex, and/or vasculature biological replicates that were not expressed in the WF biological replicates. Lists of tissue-specific genes (minimum 5-fold significantly differentially expressed in one tissue relative to the other two tissues) and their FPKMs are also presented.

Dataset S2. List of GO terms enriched in tissue-specific genes of the canola funiculus. The log_10_ *P*-values, and list of genes belonging to each GO term is also presented. Genes assigned to enriched GO terms are also presented for each tissue (epidermis, cortex, and vasculature).

Figure S1. Principal component analysis of *B. napus* tissues collected using laser microdissection and profiled using RNA sequencing.

Table S1. Data output including RNA quality, RNA and cDNA quality and quantity, and electropherogram tracings from the Agilent 2100 Bioanalyzer of LMD-collected canola (*Brassica napus*) funiculus epidermis, cortex, vasculature, and whole funiculus.

Table S2. Summary of alignment of RNA-Seq reads to the *B. napus* genome

Table S3. Distribution of low (1 ≤ FPKM < 5), moderate (5≤ FKPM < 25), and high (25 ≤ FPKM) transcripts found in the different tissues of the funiculus.

Supplementary Data

## Abbreviations:

DAP: days after pollination
DESeq: differential expression of RNA-seq data at the gene level
FPKM: fragments per kilobase of exon per million mapped reads
GA: gibberellic acid
GO: Gene Ontology
LMD: laser microdissection
PCA: principal component analysis
RNA-seq: RNA sequencing
TEM: transmission electron microscropy/micrograph
WF: whole funiculus.

# Supplementary material for: Tissue-specific laser microdissection of the Brassica napus funiculus improves gene discovery and spatial identification of biological processes
**Source:** J Exp Bot. 2016 May 18;67(11):3561–71. doi: 10.1093/jxb/erw179
**Supplement:** Supplementary Data

Tissue-specific laser microdissection of the Brassica napus funiculus improves gene discovery and spatial identification of biological processes — Tissue-specific laser microdissection of the Brassica napus funiculus improves gene discovery and spatial identification of biological processes — Supplementary Data 

# Tissue-specific laser microdissection of the *Brassica napus* funiculus improves gene discovery and spatial identification of biological processes

## Supplementary Data

Data files

- supplementary\_figure\_S1.pdf - Supplementary Data
- supplementary\_tables\_S1\_S3.xlsx - Supplementary Data
- supplementary\_dataset\_S1.xlsx - Supplementary Data
- supplementary\_dataset\_S2.xlsx - Supplementary Data

# Supplementary material for: Tissue-specific laser microdissection of the Brassica napus funiculus improves gene discovery and spatial identification of biological processes
**Source:** J Exp Bot. 2016 May 18;67(11):3561–71. doi: 10.1093/jxb/erw179
**Supplement:** Supplementary Data

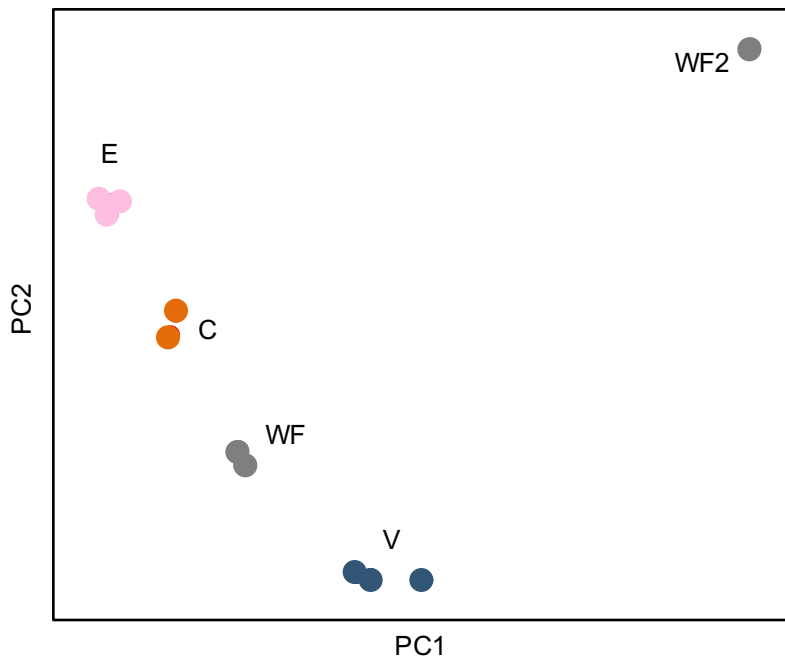

Figure S1: Principal component analysis of *B. napus* tissues collected using laser microdissection and profiled using RNA sequencing. Biological replicates group together and separately from other tissue types. WF2 is an exception and does not group with any of the other samples, therefore, it was excluded from further analyses. E = epidermis; C = cortex; V = vasculature; WF = whole funiculus.

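By nearest neighbor, 8 of the 10 libraries other than whole funiculus 2 were closest to a library of their own group. Cortex 2 and epidermis 3 were closest to each other, with a Pearson correlation of 0.840 against 0.809 between the cortex libraries and 0.829 between epidermis 2 and 3. Over transcripts of at least 25 FPKM, epidermis 3 was closest to epidermis 2 (0.794), and cortex 2 was again closest to epidermis 3 (0.759, against 0.724 to cortex 1).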

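The values of whole funiculus 2 were unlike those of all other libraries. Its Pearson correlation with the 10 other libraries was 0.0712 to 0.117, and with it in the analysis the first principal component (45.3%) placed it at -453 and all others between 19.5 and 68.3. Of 33035 transcripts listed at 0 in all 10 other libraries, 7142 (21.6%) were at 1 FPKM or more in whole funiculus 2. High transcripts were 23.0% of those detected in it, and 2190 transcripts were at 100 FPKM or more. In its alignment 42.4% of the reads were unique and 43% of the aligned reads fell at multiple loci.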

How the deposited data were processed for this re-analysis (not part of the article)

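The data are RNA-seq libraries from laser-microdissected funiculi of *Brassica napus* at the globular stage, 7 days after pollination: 3 of the epidermis, 2 of the cortex, 3 of the vasculature and 3 of the whole funiculus. The authors amplified the RNA, sequenced 50 bp single-end reads, aligned them to the *B. napus* genome with TopHat2 2.0.13 and computed FPKM with Cufflinks 2.2.1, and the deposited table holds these FPKM values for 97902 transcripts in 11 libraries. The values are scaled for transcript length and library size and were not scaled again. All 11 columns of the table could be matched to a library. The paper dropped transcripts with no Arabidopsis match. The pairing of transcripts with Arabidopsis genes was held for the first 1999 of the 46140 transcripts of Dataset S1 and for the members of the enriched lists, so all transcripts were kept here, among them 378 that carry an assembly name.

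Depth was read in 2 ways. The alignment table of the paper gives the uniquely mapped reads, and the step between the low FPKM values of a library gives its number of fragments relative to the others: 0.356, 0.34 and 0.492 for epidermis 1 to 3, 0.376 and 0.739 for the cortex, 0.563, 0.48 and 0.838 for the vasculature, 0.759 and 0.186 for whole funiculus 1 and 2 and 1 for whole funiculus 3. The fragment numbers followed the uniquely mapped reads in 10 libraries (a quotient of 0.861 to 1, relative to whole funiculus 3) and not in whole funiculus 2 (0.108). Of 3000 low transcripts, 89.5% were whole multiples of the step within 0.05 fragments, against 0.167% with the steps exchanged between libraries. In simulated data with 51.2% of values at 0 (52.2% in the real table) the steps were recovered without error. In a denser simulation with 20.3% at 0, the largest error was 1 log2 unit, so the method is limited to sparse tables. By the median over low transcripts, 1 FPKM thus rests on about 2.76 to 8.14 fragments, and on 1.52 in whole funiculus 2, and the number differs with transcript length.

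A transcript was detected at a group mean of at least 1 FPKM, with abundance classes of up to 5, up to 25 and over 25 FPKM. Whole funiculus means are over libraries 1 and 3, as in the paper, and were repeated with library 2. The 3 tissues were compared with limma 3.58.1 (lmFit and eBayes with a variance trend) in R 4.3.3 on log2(FPKM + 1), over 45300 transcripts with a mean of at least 1 FPKM in at least 1 tissue, with Benjamini-Hochberg adjustment. The thresholds for enrichment were those of the paper (5-fold, p under 0.005, adjusted p under 0.05), while the test differs from the CuffDiff test that the paper names, which needs the reads. Tested on simulated data of the same design, the rule recovered 43 of 50 transcripts raised 8-fold in the epidermis and 48 of 50 raised 16-fold, 40 and 50 of 50 in the vasculature, and made 0 false calls among 45300 transcripts. The noise was normal with the fitted variance, and the raised transcripts averaged over 5 FPKM before the rise. Abundant transcripts listed at 0 in single libraries were not simulated, nor was a rise in the cortex. The recovery and the false calls therefore do not carry over to low transcripts, to such zeros or to the cortex. Relations between libraries were computed as principal components, Pearson and Spearman correlations and distances, with exact tests over all splits of the libraries. The whole funiculus was fitted as a mixture of the tissue means by non-negative least squares. These steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and random draws used seed 1.

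The 13 gene lists, of 249 Arabidopsis genes, were written from general knowledge of the tissues before the FPKM files were opened, and joined to transcripts through the Arabidopsis matches of the paper's enriched lists. The pollen list was written after the paper's list of epidermis transcripts had been read, before their values were seen. Each list can therefore contain only transcripts that the study had already picked on these libraries. Photosynthesis, other seed parts, and heat shock had no paired member. Lists were tested with camera, at the preset and at an estimated correlation, and with fry. The RefSeq table pairs 3250 of the transcripts with a symbol, and these symbols carry no functional name. Counts of group members at an unadjusted p under 0.05 in both contrasts were added after the adjusted results were seen. Gene ontology members were taken from Dataset S2, whose longest vasculature terms, such as DNA binding, were held only in part and were not counted or tested.

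The text names the transcripts the paper names (67, of which 4 are not reported here), the 10 highest called transcripts of each tissue by ratio among those with a mean of at least 10 FPKM, the 5 highest transcripts detected in a tissue and not in the whole funiculus, and list members as examples, highest first. List members without a name are counted and not printed. The paper's own tables had been seen when this rule was written. The *TMO6* identifier is printed for both homologs in the paper and was used once.

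Alternatives covered the pseudocount, the filter, the fold rule, normalization, the libraries in the fit, the replicate number as a block, the detection rule, and each library left out in turn. With 1 cortex library left, that library is assumed to vary like the other groups. The motif network and the micrographs of the paper were not analysed here.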

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

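The tests of the pollen genes and of whole funiculus 2 were chosen only after those results were seen, and the tests of the additional transcripts were set beforehand. What the values decide for expression by the epidermis, for the 3 chances and for dilution was settled after they were seen.

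Genes known from pollen stood out in data the paper does not discuss: of the 21 pollen-list transcripts on its epidermis list that it does not name, 15 were at least 5 times higher in epidermis 1 than in epidermis 2 and in epidermis 3. Pollen or pollen tube RNA in epidermis 1 predicted at least 20 of all 25 members with this order and was met by 19, so that test cannot tell. Expression by the epidermis itself cannot be told apart: 0 members were above all cortex and vasculature libraries in every epidermis library, but that restates the order of epidermis 1, which expression that differs between the pooled plants would give too. Uneven amplification that lifts any transcript of epidermis 1 was not borne out on this list, since 16.7% of the other epidermis-list transcripts had the order. The study picked that list on these libraries, and uneven amplification of some transcripts only was not tested. Pollen on the dissected sections and expression by the epidermis remain possible by these 19 of 25, and epidermis 2 and vasculature 2 held the same genes at lower sums (194 and 200.04 FPKM).

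Whole funiculus 2, which the paper set aside, held 746 transcripts at 100 FPKM or more that were listed at 0 in all 10 other libraries, against 6 in whole funiculus 1 and 4 in whole funiculus 3. Few fragments alone do not account for these 746; a first test of that explanation was undecided, with 12.5% of 263 abundant transcripts listed at 0 in whole funiculus 2 and 4.18% in epidermis 2, and it was replaced after this was seen. A mislabelled tissue library is not borne out either, as the highest correlation with any other library was 0.117. DNA or other sequence that is not from transcripts may add to it, but the share of transcripts at 0 elsewhere that reached 1 FPKM was 0.365 of the share among abundant transcripts, a value at which the test cannot tell. That test did not use the fragment number, which relative to whole funiculus 3 was 0.108 of that given by the uniquely mapped reads. In the other libraries this quotient was 0.861 to 1.

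Of 9 homologs of the myrosinase gene *TGG1* on the paper's vasculature list, which its text does not discuss, 6 passed the limma test in the vasculature. This count was 0 without cortex 1, 2 without cortex 2, 3 without vasculature 2, 3 without vasculature 3, and 2 with a pseudocount of 0.1 FPKM or without the filter on low values.

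The third pattern weighed is the 8026 transcripts detected in the tissues and not in the whole funiculus. Values near the threshold fit: 60.7% had a highest tissue mean under 2 FPKM. That 3 groups give 3 chances to pass cannot be told apart from dilution: 45.4% of the count was left when the average of the 3 tissue means had to pass, a fall that detection in 1 tissue alone (5443 of them) brings with it. Dilution of expression in 1 tissue predicted differences from the whole funiculus, and 1.03% had an adjusted p under 0.05 by limma. This fell under the limit of 5% written beforehand, but with a median highest mean of 1.72 FPKM the values lie near the floor, where that limit excludes nothing and the test cannot tell. At an unadjusted p 19.1% passed, against 7.5% by chance for transcripts not picked for being under 1 FPKM in the whole funiculus.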

How the results depend on the processing

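Tests marked as added were chosen only after the results were seen. Of the main values under all alternatives, 244 stayed within the set limits and 85 moved. The 67 transcripts that the paper names were followed over a pseudocount of 0.1 FPKM, quantile normalization, the same total, the replicate block, an unadjusted p alone and each tissue library left out. They kept direction and side of the threshold in 776 cases, passed newly in 21 and no longer passed in 74, and 0 reversed. Settings outside these cases took more calls: of the 51 vasculature transcripts, 49 in the main test, 34 passed with no filter, 30 at 10-fold and 35 with 1 FPKM added to the means. The vasculature as the tissue with the most enriched transcripts, the epidermis to vasculature count (4783 to 7828) and the vasculature as the tissue farthest from both others held throughout, while the enriched counts of epidermis and cortex exchanged places in many settings. Detected transcripts moved from 36790 to 27424 in the epidermis and from 36537 to 30535 in the cortex when every library had to pass, and from 37978 to 50563 in the whole funiculus with whole funiculus 2 included. At 2.76 to 8.14 fragments per FPKM in the median low transcript, depth limits values near 1 FPKM.

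Epidermis-enriched transcripts, 36 in the main test, were 3 with a pseudocount of 0.1 FPKM, 7 with 0.5 FPKM, 16 with no filter, 13 at 10-fold, 60 after quantile normalization, 88 with the whole funiculus in the fit and 1 to 70 with 1 library left out. Cortex-enriched transcripts (22) were 11, 12, 50 and 12 in the first 4 of these settings, 55 with the whole funiculus in the fit and 4 to 362 with 1 library left out. Vasculature-enriched transcripts (1952) were 1283 with a mean FPKM of at least 5, 1156 with 1 FPKM added to the means and 1316 to 1911 with 1 library left out. Added settings gave, for epidermis, cortex and vasculature, 1275, 745 and 3672 with the fold rule alone, 1343, 746 and 3709 with the weights of Dataset S1 and no test, and 241, 147 and 1953 with an unadjusted p under 0.005 alone, and for the epidermis 8 with no variance trend. The 88 transcripts that differ between epidermis and cortex were 44 with a pseudocount of 0.5 FPKM, 163 with a mean of at least 5 FPKM, 310 with the whole funiculus in the fit, 31 with no variance trend (added) and 8 to 471 with 1 library left out. The cortex to vasculature count (4518) was 2904 with no filter, where 97902 transcripts share the adjustment, and 2814 to 4469 with 1 library left out.

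With the replicate number as a block, the enriched counts were 1, 1 and 1536 and the epidermis to cortex count 3. The values show no steady pairing by number, and the paper does not state one. Residual correlations of epidermis and vasculature libraries with the same number were -0.022, 0.0419 and 0.112. Those of epidermis and cortex were 0.203 and -0.0412 and those of cortex and vasculature -0.0717 and -0.0959. Not every library correlated best with its own number.

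Transcripts detected in the tissues and not in the whole funiculus (8026) were 5087 when every library had to pass and 1857 with the whole funiculus at exactly 0. The second setting is stricter by construction. The first is stricter for the tissues, but it also lowered the count detected in the whole funiculus from 37978 to 33257. Low, moderate and high classes (55.6, 36.4 and 8.08%) were 61.4, 31.6 and 7.02% from 0.5 FPKM, 43.6, 46.1 and 10.2% from 2 FPKM, 46.9, 43.4 and 9.69% with every library, and low and moderate 54.1 and 37.1% with whole funiculus 2 included. Distances of epidermis to cortex, epidermis to vasculature and cortex to vasculature were 0.286, 0.522 and 0.437 with a pseudocount of 0.1 FPKM, 0.286, 0.629 and 0.516 with a mean of at least 5 FPKM and 0.319, 0.857 and 0.71 with at least 25 FPKM (added), and that of cortex to vasculature 0.39 by Spearman. List members past the test (75) were 49 with no filter and 49 to 74 with 1 library left out. In the mixture the shares of epidermis, cortex and vasculature were 0, 0 and 1 when weighted by the inverse of the whole funiculus level, 0.206 and 0.331 for epidermis and cortex without the 100 most abundant, and 0.433 for the vasculature with whole funiculus 2 included. Other than where stated, the cause was not tested.

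Exchanging labels between epidermis and vasculature libraries, which leaves 10 splits and so no share under 0.05, gave 1 split with as many calls, the real one (7031, the highest other 3), and cannot tell. Over 100 splits of the 8 libraries into groups of 3, 2 and 3, 4 had as many transcripts enriched in a group of 3 as the real one, the highest other at 2080, which speaks against a grouping by chance, as these 4 keep the 3 vasculature libraries together and the highest of the rest was 23. The settings limited to transcripts with an Arabidopsis match and to list members that the study did not pick were not run, since the tables held do not pair the other transcripts.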

Differences from the paper's values

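The paper's count of enriched transcripts is 876 in the 3 tissues together, and it was 2010 here at the paper's stated thresholds with another test and over another set of transcripts, since the paper dropped transcripts with no Arabidopsis match and all were kept here. With 1 FPKM added to the means before the ratio the difference from the paper is not counted as one, and with every other alternative set before the data were examined it remains (1358 to 2384, and 1617 to 1916 with 1 library left out). For the vasculature the paper's count is 684 and the count here 1952, and it differs under every alternative set beforehand (1156 to 2322). For the epidermis the paper's count is 139 and the count here 36, and it differs under every alternative set beforehand (1 to 88). For the cortex the paper's count is 53 and the count here 22. It does not differ with no filter (50) and with the whole funiculus in the fit (55), and does with the others.

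The paper calls all transcripts that it names by identifier for the epidermis and the cortex enriched. Here 0 of the 10 epidermis and 0 of the 6 cortex transcripts passed limma with an adjusted p under 0.05, and 5 and 6 passed at an unadjusted p under 0.005, a setting chosen after seeing the values that leaves out 5 of the epidermis and 2 of the vasculature transcripts the paper names. That setting calls *PME3*, the extensin family gene BnaC09g09070D, both *PEL3* homologs, *AUX1* BnaA05g06540D and all 6 cortex transcripts. Settings fixed beforehand call some of them. Over transcripts with a mean of at least 5 FPKM, BnaC09g09070D, *GASA6*, *GA3OX1* and the extensin-like genes BnaA06g38220D and BnaC08g15350D pass (1 of 10 and 4 of 6). With the whole funiculus in the fit BnaC09g09070D, *GASA6*, BnaA06g38220D and BnaC08g15350D do (1 and 3), scaled to the same total *GASA6*, *GA3OX1* and BnaA06g38220D (0 and 3), and after quantile normalization BnaC09g09070D and *GASA6* (1 and 1). Means met the 5-fold rule for 8 of the 10 epidermis transcripts (not for the pectate lyase gene BnaA06g09240D at 4.97 and *AUX1* BnaC04g07210D at 4.95) and for all 6 of the cortex.

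The paper calls *AGL12* and 3 *WAT1* homologs enriched in the vasculature. Here *AGL12* (adjusted p of 0.0687) and *WAT1* BnaA02g17260D (0.0542) did not pass limma, while the other 49 named vasculature transcripts did. Both pass with the whole funiculus in the fit, where all 51 do. *AGL12* also passes with a pseudocount of 0.1 FPKM and without vasculature 2, and BnaA02g17260D when scaled to the same total and without cortex 2.

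The paper states, from a principal component analysis, that replicates of each tissue cluster together. On the first component here the epidermis (-126, -119 and -109) and cortex (-71.3 and -60.4) were also apart. On the second, the epidermis ran from 127 to -55.4 and the cortex lay at -11.7 and -118. By pairwise correlation, another measure, cortex 2 and epidermis 3 were nearer to each other (correlation of 0.84) than to any library of their own tissue (0.809 and 0.829). For 8 of the 10 libraries without whole funiculus 2 the nearest was of the own group. With transcripts of at least 25 FPKM, a setting chosen after seeing the data, epidermis 3 was nearest to epidermis 2.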

Other observations

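The nucleosome, copper binding and lipid transport groups, and the genes *H2A* BnaA01g25600D, BnaA06g34780D, *MT2A* and BnaC02g38640D, were picked after their values were seen, as were the unadjusted p counts.

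Myrosinase genes, which encode the defense enzymes that split glucosinolates, were high in the vasculature and in the whole funiculus. The median of the group means over the listed transcripts was 111 FPKM in the whole funiculus and 91.8 in the vasculature. It was 5.47 FPKM in the cortex and 3.67 in the epidermis. The whole funiculus median was thus above that of every dissected tissue, and the cause was not tested. All 11 listed transcripts, 9 of *TGG1* and 2 of *ESP*, a gene for a protein that steers the breakdown products, were higher in each vasculature library than in every epidermis and cortex library, and 8 passed limma over all transcripts and over the list alone, a list picked on these libraries. The 8 calls over all transcripts rested on single libraries: 0 were left without cortex 1, 2 without cortex 2, 5 without vasculature 1, 4 without vasculature 2 and 4 without vasculature 3, and 4 with a pseudocount of 0.1 FPKM and 2 without the filter on low values. *ESP* was the most abundant, with BnaAnng10080D at 870.1, 1124 and 609 FPKM in vasculature 1, 2 and 3 (ratio of 19.0, adjusted p of 0.0320) and BnaC07g17990D at 262, 384 and 177 FPKM, and *TGG1* BnaC02g40120D was at 50.1, 177 and 48.7 FPKM (ratio of 16.8, adjusted p of 0.00493). The call of *ESP* BnaAnng10080D was lost without cortex 1, cortex 2, vasculature 1, vasculature 2 or vasculature 3 (adjusted p of 0.0781 to 0.183) and that of BnaC07g17990D without cortex 1 or cortex 2 (adjusted p of 0.0963 to 0.114). *TGG1* BnaC02g40120D was lost without cortex 1 or cortex 2 (adjusted p of 0.0539 to 0.0598).

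Some nucleosome and copper binding transcripts also passed in the vasculature. Of 12 nucleosome transcripts of the paper's vasculature list 8 passed (5 without epidermis 1, 0 without cortex 1, 3 without cortex 2, 1 without vasculature 1, 1 without vasculature 3, 1 without the filter and 1 at 10-fold), among them *H2A* BnaA01g25600D at 49.3 ± 27.3 FPKM and a high mobility group gene, BnaA06g34780D, at 24.2 ± 4.72 FPKM. *H2A* BnaA01g25600D was lost without cortex 1, cortex 2, vasculature 1 or vasculature 3 (adjusted p of 0.0781 to 0.153), and BnaA06g34780D without cortex 1 (adjusted p of 0.0562). Of 33 copper binding transcripts 31 passed, with the metallothionein gene *MT2A* (BnaA10g27170D) at 6664, 3379.7 and 5804 FPKM in vasculature 1, 2 and 3. In the cortex the 11 lipid transport transcripts, 4 of them the extensin-like homologs and 7 lipid transfer genes, were higher in both cortex libraries than in the other 6, on a list picked on these libraries, led by BnaC02g38640D at 1412 and 2659 FPKM, and 0 passed limma (2 over transcripts with a mean of at least 5 FPKM, 1 scaled to the same total and 3 with the whole funiculus in the fit), while all 11 had an unadjusted p under 0.05 in both contrasts.

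Aquaporin genes were on all 3 lists of the paper, and 1 of 3 cortex, 0 of 2 epidermis and 2 of 2 vasculature members passed. Both vasculature members were lost without cortex 1 or without the filter on low values, and the cortex member at 10-fold. In the cortex *TIP1;1* passed, and *PIP2;1* (BnaA09g33720D) at 2.29 and 20.8 and *PIP2;2* (BnaC04g08090D) at 67.0 and 111 FPKM in cortex 1 and 2 did not. In the epidermis *PIP2;6* (BnaA03g18300D) at 10.1, 9.85 and 17.7 and *TIP4;1* (BnaC04g38040D) at 16.6, 13.8 and 26.0 FPKM did not pass either (0 of 2 by limma, 2 of 2 at an unadjusted p under 0.05). Adjusted over the list alone, 2 of 3 cortex, 2 of 2 epidermis and 2 of 2 vasculature members passed, on a list the study picked on these libraries.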
